# Widespread Regulation of miRNA Biogenesis at the Dicer Step by the Cold-Inducible RNA-Binding Protein, RBM3

**DOI:** 10.1371/journal.pone.0028446

**Published:** 2011-12-01

**Authors:** Julie Pilotte, Esther E. Dupont-Versteegden, Peter W. Vanderklish

## Abstract

MicroRNAs (miRNAs) play critical roles in diverse cellular events through their effects on translation. Emerging data suggest that modulation of miRNA biogenesis at post-transcriptional steps by RNA-binding proteins is a key point of regulatory control over the expression of some miRNAs and the cellular processes they influence. However, the extent and conditions under which the miRNA pathway is amenable to regulation at posttranscriptional steps are poorly understood. Here we show that RBM3, a cold-inducible, developmentally regulated RNA-binding protein and putative protooncogene, is an essential regulator of miRNA biogenesis. Utilizing miRNA array, Northern blot, and PCR methods, we observed that over 60% of miRNAs detectable in a neuronal cell line were significantly downregulated by knockdown of RBM3. Conversely, for select miRNAs assayed by Northern blot, induction of RBM3 by overexpression or mild hypothermia increased their levels. Changes in miRNA expression were accompanied by changes in the levels of their ∼70 nt precursors, whereas primary transcript levels were unaffected. Mechanistic studies revealed that knockdown of RBM3 does not reduce Dicer activity or impede transport of pre-miRNAs into the cytoplasm. Rather, we find that RBM3 binds directly to ∼70 nt pre-miRNA intermediates and promotes / de-represses their ability as larger ribonucleoproteins (pre-miRNPs) to associate with active Dicer complexes. Our findings suggest that the processing of a majority of pre-miRNPs by Dicer is subject to an intrinsic inhibitory influence that is overcome by RBM3 expression. RBM3 may thus orchestrate changes in miRNA expression during hypothermia and other cellular stresses, and in the euthermic contexts of early development, differentiation, and oncogenesis where RBM3 expression is highly elevated. Additionally, our data suggest that temperature-dependent changes in miRNA expression mediated by RBM3 may contribute to the therapeutic effects of hypothermia, and are an important variable to consider in *in vitro* studies of translation-dependent cellular events.

## Introduction

MicroRNAs (miRNAs) are a family of short, noncoding RNAs that regulate translation of mRNAs by mechanisms involving the binding of complementary sequences [1], [2]. The influence of miRNAs on the proteome and cellular events is extensive as they regulate an estimated 60% of the transcriptome [3] and play key roles in differentiation, plasticity, circadian rhythm, immunity, and disease [4]–[10]. The post-transcriptional biogenesis of most miRNAs involves a sequential cleavage process mediated by RNase III family enzymes (reviewed in ref. [11]). Primary transcripts (pri-miRNAs) are first cleaved by Drosha in the nucleus to yield ∼70 nt hairpin precursors (pre-miRNAs). These intermediates are transported to the cytoplasm where ∼22mer dsRNAs are excised by Dicer. Typically, one strand of the dsRNAs is inserted as a mature miRNA into the RNA-induced silencing complex (RISC), which contains members of the Argonaute (Ago) protein family that contribute to translational regulation [12], [13]. Recent studies indicate that some RNA-binding proteins (RNA-BPs) can regulate discrete processing steps [3], differentially blocking [14], [15] or promoting [16]–[18] the formation of specific miRNAs to control cellular proliferation and differentiation. Elegant examples of this mechanism include the attenuation of let-7 biogenesis in embryonic stem cells by the pluripotency factor LIN28 [15], [19], and the selective enhancement of miR-18a biogenesis from a polycistronic transcript by hnRNPA1 [16].

RBM3 is a member of a small, highly conserved family of RNA-BPs that is upregulated in response to mild hypothermia [20]. Members of this family have been proposed to play an adaptive role by acting as mRNA chaperones that preserve translation capacity, or enhance translation rates upon restoration of euthermic conditions [21]–[23]. RBM3 is ubiquitously expressed and it is the only transcript upregulated in all tissues during torpor [21]. Upregulation of RBM3 also occurs in response to other cellular stressors, such as hypoxia and degenerative conditions, where it may attenuate both apoptosis and necrosis [24], [25]. Increased expression of RBM3 has been noted in several cancer cell types where it has been proposed to act as a protooncogene that facilitates cell division and attenuates apoptosis [26]. Under normal physiological conditions, RBM3 is developmentally regulated in brain, and in the adult brain it is highly expressed in progenitor cell fields and other regions with high cerebral translation rates [27]. Taken together, these observations suggest that RBM3 may have a fundamental function in all cells that becomes of adaptive value under conditions of cellular stress, and of pathological significance in cell transformation. In prior work, we demonstrated that overexpression of RBM3 in neuronal cell lines reduces the levels of a miRNA-containing ribonucleoprotein (miRNP) peak resolved on sucrose gradients [22], [23]. This observation suggested that the functions of RBM3 - in stress adaptation, normal physiology, and potentially in oncogenesis – may involve the miRNA pathway.

In the present study, we demonstrate that RBM3 regulates the posttranscriptional biogenesis of a majority of miRNAs at the Dicer step. We present evidence that it does this by binding ∼70 nt miRNA precursors and promoting their ability to engage catalytically active Dicer complexes. The significance of our findings is discussed in terms of how pre-miRNAs are regulated as larger ribonucleoprotein complexes, and in terms of the set of physiological conditions that may influence the miRNA pathway through induction or suppression of RBM3 expression.

## Results

### Microarray profiling reveals broad and differential effects of RBM3 on miRNA expression

To characterize the influence of RBM3 on the miRNA pathway, we began by analyzing miRNA expression profiles after siRNA-mediated knockdown of RBM3 in the B104 neuronal cell line. 

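Small RNA from B104 cells, a neuroblastoma line, was read on 4 one-colour Agilent mouse miRNA arrays, 2 from mock-transfected control cells (con) and 2 from cells given 20 nM of RBM3 siRNA (si) and harvested after 48 h. RBM3 is a cold-inducible RNA-binding protein. The labels number the replicates 1 and 2 in both groups and do not say whether they came from separate cultures. The legend of Figure S1C names triplicate experiments for the profiling, but not which of them gave these arrays. The p-values therefore measure only the spread between these arrays. Each array carried 567 mouse and 10 viral miRNA names, and detection above background was flagged for 178 and 191 names on the control arrays and for 148 and 164 on the knockdown arrays. The authors read the arrays with Feature Extraction 10.1.1.1, and the deposited value of each miRNA is the total signal of its probes, in arbitrary intensity units, plus 20, with no scaling between arrays. Here the total signal of mouse miRNAs was set to at least 0.5, taken to log2, scale-normalized over all mouse miRNAs with limma, restricted to the 130 miRNAs detected on every array, and fitted with a block for the replicate number, since the methods allow for paired samples. The methods of the paper name scale normalization to one median absolute deviation; limma's version equalizes the median absolute log2 value, which is not centred and so is not that deviation, and the floor and the filter are choices made here. This scaling multiplies the log2 values of each array by one factor, 0.812 and 0.707 on the control arrays and 1.34 and 1.30 on the knockdown arrays. It turns the direction of most changes: with it, 118 miRNAs were higher and 2 lower after knockdown, whereas with no scaling 10 were higher and 112 lower, at an adjusted p under 0.05 from limma. Signals before scaling are therefore given first, and log2 differences after this scaling are not fold changes in signal. In both of these fits limma's estimate of the prior was infinite, so the variance was pooled over all miRNAs. One standard error then held for all miRNAs, 0.312 with scale normalization and 0.189 with no scaling. The very small p-values rest on that pooling, not on replication beyond 2 arrays per group. In some other settings the standard error differed between miRNAs, from 0.0262 to 0.901 with quantile normalization. Counts across settings therefore also differ in power.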

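Before scaling, most miRNAs gave less signal on the arrays of RBM3 knockdown cells. The median signal of the 130 miRNAs detected on every array was 375 and 422 on the control arrays and 94.2 and 92.4 on the knockdown arrays. miR-16 gave 2357 ± 216 (SD, n = 2) in control and 386 ± 4.64 (SD, n = 2) in knockdown cells, and miR-125b-5p, named after its values were seen, gave 5223 ± 511 and 491 ± 43.5. miR-1224, a predicted mirtron, gave 2683 ± 43 in control and 5966 ± 520 in knockdown cells, and miR-574-5p gave 57.9 ± 2.04 and 354 ± 94.6. miR-720 was the brightest, with 37779 in control and 32697 in knockdown cells. With no scaling the log2 fold change was -2.61 for miR-16, -3.41 for miR-125b-5p, 1.15 for miR-1224 and 2.59 for miR-574-5p (adjusted p from limma at most 1.38e-08), while miR-720 at -0.21 did not pass (adjusted p = 0.277). With scale normalization the corresponding values were 2.83, 2.41, 7.89 and 6.70, and 8.23 for miR-720, all higher (adjusted p from limma at most 5.36e-12). The largest fall in that fit was miR-532-3p, from 71.6 ± 7.67 to 5.03 ± 2.07 in signal, at -1.68 (adjusted p = 4.81e-07 from limma) and -3.89 with no scaling; with scale normalization it did not pass without knockdown replicate 2 (-1.16, adjusted p = 0.159 from limma) or with no detection filter (adjusted p = 0.0507). Its change was smaller with the processed signal per probe, centred on the 75th percentile of each array's detected probes, at -0.591 (adjusted p = 0.0429 from limma). With normexp and quantile normalization it was -0.378 (adjusted p = 0.0252 from limma). The other large rises by the same ranking were miR-494 at 6.39 and miR-709 at 5.83, neither of which passed with no scaling.

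**Figure D1:**
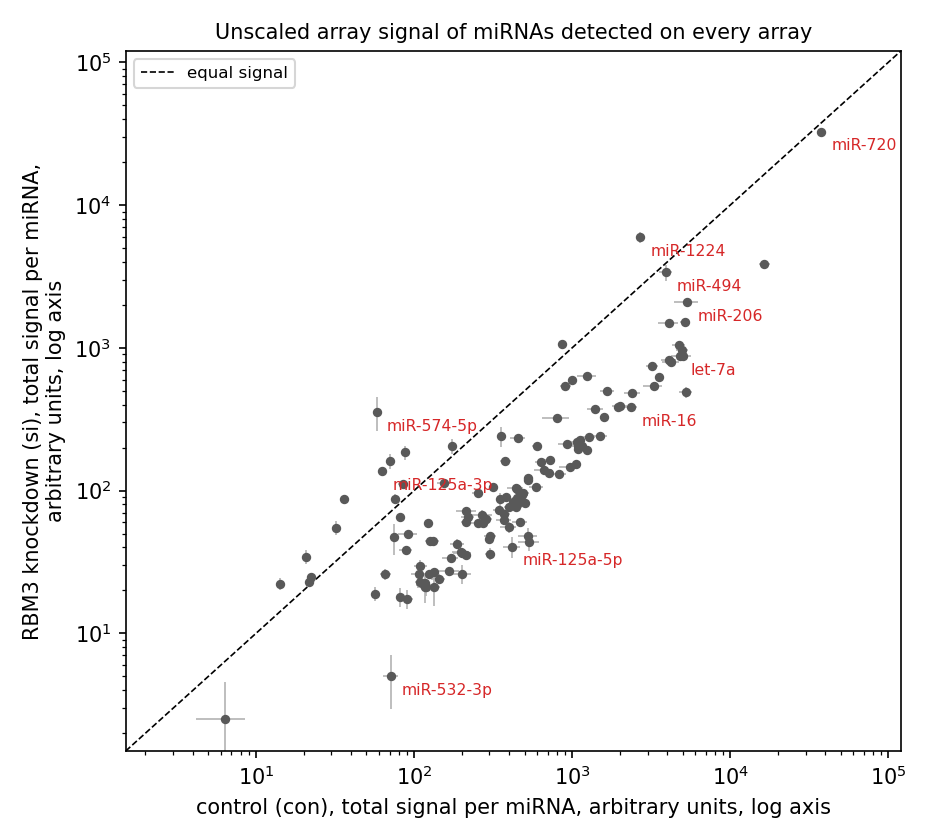
Unscaled total signal of each of the 130 miRNAs detected on every array, control on the x axis and RBM3 knockdown on the y axis, both in arbitrary units on log axes; points are means of 2 arrays and bars are SD. Most points lie below the dashed line of equal signal, and miR-1224 and miR-574-5p lie above it.

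The count of lower against higher miRNAs depended on the scaling, from 2 lower and 118 higher with scale normalization to 112 lower and 10 higher with no scaling. Centring on the 75th percentile of the detected miRNAs gave 20 lower and 44 higher, on the 75th percentile of all mouse miRNAs 97 lower and 22 higher, and on 6 positive control probes 98 lower and 21 higher. Quantile normalization gave 56 lower and 31 higher, and scale normalization over the detected miRNAs alone 42 lower and 56 higher. Centring each array on the median of the detected miRNAs and scaling to one median absolute deviation gave 41 lower and 49 higher. The processed signal per probe, with each array centred on the 75th percentile of its detected probes, gave 56 and 43. Normexp with quantile normalization gave 58 and 30, and the deposited values 112 and 11. Aligning the arrays on the detected miRNAs sets their median change near 0 by construction. That change was 0.0317 with one median absolute deviation, -0.0029 with their 75th percentile and 0.0833 with scale normalization over them. Such settings cannot show whether most miRNAs fell. The positive control probes themselves were dimmer on the knockdown arrays, by a log2 change of -0.521 to -1.57.

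**Figure D2:**
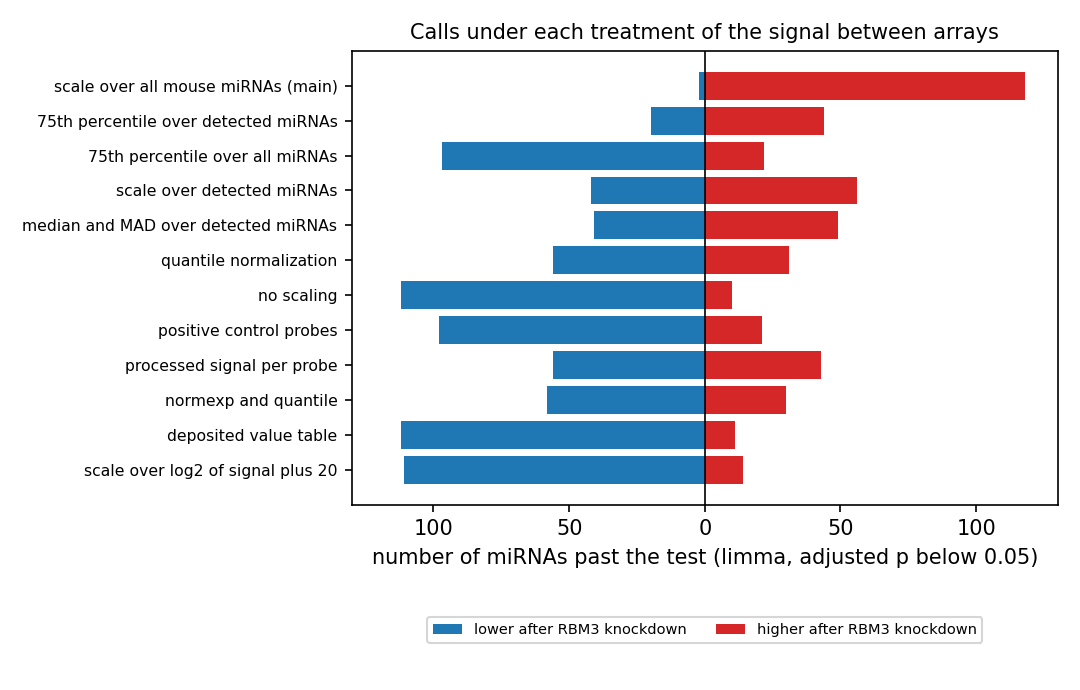
Number of miRNAs lower (left) and higher (right) after RBM3 knockdown at an adjusted p under 0.05 from limma, for each of 12 treatments of the signal between arrays, the last of which was added after the contrast had been seen, over the same 130 miRNAs. The bars turn from 118 higher with scale normalization over all mouse miRNAs to 112 lower with no scaling.

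From its own counts of reduced and increased miRNAs, the paper states that knockdown of RBM3 changed miRNA expression extensively and differentially.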

Using Agilent miRNA arrays encompassing all known mouse miRNAs, we observed that a >90% reduction of RBM3 (**Figure S1**) resulted in extensive and differential changes in miRNA expression: 129 were reduced, while 30 were increased (**Figure 1A**, **Table S1**). The set of 159 miRNAs exhibiting significant expression changes comprised 74% of the total number of miRNAs detected (216) above background threshold in B104 cells. 

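Detection flags do not depend on the scaling, but they do depend on the brightness of an array. The 6 positive control probes were dimmer on the knockdown arrays, by a log2 change of -0.521 to -1.57. A loss of detection there is therefore not by itself a fall of the miRNA. Of the names on the array, 216 were detected on at least 1 of the 4 arrays, 214 of them mouse miRNAs and 2 viral, and 130 mouse miRNAs were detected on every array. Detection was lost more often than gained: 41 miRNAs were detected on both control arrays and on no knockdown array, and 13 on both knockdown arrays and on no control array. Among those seen in control cells alone was miR-193b, with mean signals of 71.9 and 4.09, and among those seen in knockdown cells alone were miR-468, with 10.0 and 67.5, and miR-466c-5p, with 12.8 and 72.0; these 3 were chosen after their values were seen. Of the 130, 120 passed the test with scale normalization, or 92.3%, and with no scaling 93.8% passed, in the opposite direction for most.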

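Before scaling, the miRNAs of these groups gave less signal in knockdown cells, except miR-134. miR-9, an abundant miRNA of neural cells, gave 502 ± 28.2 (SD, n = 2) in control and 81.9 ± 2.5 in knockdown cells, and miR-29b gave 3538 ± 217 and 625 ± 20.8. Of the 9 let-7 miRNAs, all 9 were lower with no scaling (also 9 adjusted over the list alone). Of the 6 miRNAs of the miR-17-92 cluster, a polycistron with oncogenic activity, 6 were lower with no scaling (6 adjusted over the list alone), with log2 fold changes of -2.70 for miR-18a and -2.16 for miR-92a at the extremes. With scale normalization these directions turn: the 9 let-7 miRNAs, the 6 of the cluster, miR-9 at 1.57 and miR-29b at 3.30 were higher (adjusted p at most 0.00128 from limma), but miR-18a, at 1.04, did not pass without control replicate 2 (0.572, adjusted p = 0.104), without either knockdown array (adjusted p = 0.25 and 0.113), or with detection on at least 1 array (adjusted p = 0.0634). Relative to the median of all miRNAs, which lay at -2.20 with no scaling, miR-9 was at -0.42 and miR-29b at -0.30. Of the miR-30, miR-29, miR-34 and miR-23/24/27 groups, all 16 detected members were lower with no scaling and all 16 higher with scale normalization. miR-134 was not detected on the control arrays, with a mean signal of 11.6, and was detected on both knockdown arrays, with 31.5. With no scaling this was 2.73-fold higher, from means of log2 values. miR-134 was also higher with scale normalization in the fit of the miRNAs detected on at least 1 array (adjusted p = 1.16e-11 from limma). Since 131 of 214 were higher in that fit, its direction there carries little weight. miR-132 was detected on both control arrays, with 29.2, and on no knockdown array, where its signals were -2.6 and -3.4. With these set to the lowest detected signals there, 3.98 and 1.01, it was 14.5-fold lower with no scaling. Those are not detection limits, since miR-31* at 19.2 and 17.2 was not detected there, so 14.5 is not a firm minimum. miR-132 was also lower with scale normalization in that fit (adjusted p = 3.56e-17 from limma), which rests on knockdown values set to the floor of 0.5. Both fold values set the dim group at the higher of its own signal and the lowest detected signal of its arrays. Camera, which compares a list with the other miRNAs, gave adjusted p = 0.421 for the let-7 family and 0.881 for the miR-17-92 cluster with scale normalization and its preset correlation, and adjusted p = 0.99 for both with an estimated correlation; with no scaling the adjusted p was 0.553 and 0.629, and 0.867 for both with an estimated correlation.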

Within this set were miRNAs previously implicated in proliferation and migration (e.g. miR-9 [28]), differentiation (e.g. the let-7 family [29]), synaptic plasticity (e.g. miR-134 [30]), apoptosis (e.g. miR-29b [31]), oncogenesis (e.g. the miR-17-92 cluster [7], [8]) and other functions. Expression changes identified by microarray were reliably confirmed in Northern blot analyses in which we also evaluated the effects of RBM3 overexpression. Representative Northern blots for miR-16, let-7g, and miR-1224 are shown in **Figures 1B** and **2A** (with additional examples in **Figures S2, S3**). These assays revealed that knockdown and overexpression of RBM3 had opposite effects on miRNA expression. Levels of miR-16 and let-7g, for example, varied positively with the level of RBM3, while miR-1224 showed the opposite pattern. Group Northern blot data summarizing the differential and bidirectional regulation of 11 miRNAs by RBM3 is shown in **Figure 1C**.

**Figure 1:**
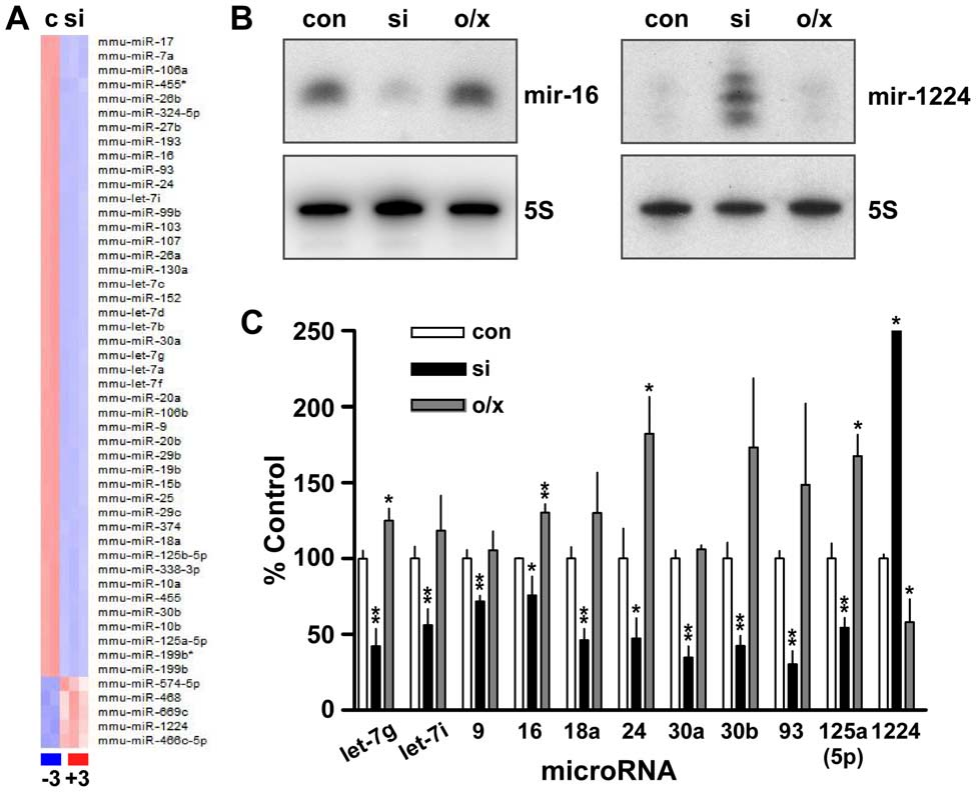
RBM3 modulates miRNA expression. (**A**) Heat map representing the top 50 significant miRNA expression differences between control (con) and RBM3 knockdown (si) B104 cells. (**B**) Northern blots of select miRNAs under con, si, and RBM3 overexpression (o/x) conditions; 5S RNA, loading control. (**C**) Group Northern blot data for RBM3-associated changes in 11 miRNAs, each normalized to 5S RNA (n = 3–5 independent experiments; * p<0.05, ** p<0.01, 1-tailed t-test).

miRNAs showing significant down regulation by microarray analysis were consistently validated by Northern blot. However, changes in miRNAs that by microarray analysis were elevated after RBM3 knockdown – 30 in total – were harder to validate. 

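Of the 31 miRNAs with a positive log2 fold change in Table S1, all 31 had a higher mean signal on the knockdown arrays before scaling. Table S1 comes from the same experiment, so this is no independent support for the rises. Only 9 of them were detected on every array, 11 were detected on both knockdown arrays and on no control array, and 3 on no array. The median control signal was 11.6 for the raised miRNAs against 272 for the 129 reduced ones, and 29 of the 31 raised miRNAs lay below 100 in control cells, against 35 of the 129. Among the raised miRNAs were miR-483, with 88.1 ± 3.96 (SD, n = 2) in control and 185 ± 20.8 in knockdown cells, and miR-671-5p, with 70.3 ± 1.01 and 161 ± 20.1, at log2 fold changes of 1.07 and 1.19 with no scaling and log2 differences of 5.03 and 5.00 with scale normalization (adjusted p at most 1.02e-07 from limma); both were named after their values were seen. The miR-297, miR-466, miR-467 and miR-669 names, which belong to a cluster in an intron of Sfmbt2, counted 25 on the array, of which none was detected on every array, 4 were detected on both knockdown arrays and on no control array, and 15 on no array. With no scaling 10 miRNAs passed the test as higher.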

In the case of miR-1224, which is predicted to be a mirtron [32], [33] and thus processed along a pathway that does not require Drosha, large increases were validated by Northern blot. Others in the set of 30 miRNAs elevated in array analyses after RBM3 knockdown were either more variable or harder to detect in Northern blot assays. Those with very low expression may be subject to false positive variation, which would indicate that an even greater majority of the miRNA pool varies directly with RBM3 expression levels.

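The gap between the 2 replicates was measured for each miRNA as the absolute difference of log2 values, averaged over the groups. The labels raised and reduced come from Table S1, whose limma test on the same experiment favours small gaps between replicates. With detection on every array, 9 of its 31 raised miRNAs entered. The paper's remark on variable miRNAs concerns Northern blots, so these gaps do not test it. With scale normalization its median was 0.451 for the 9 raised miRNAs detected on every array and 0.566 for the 94 reduced ones, a difference of -0.115, which is not read as variability, because this scaling multiplies the 2 control arrays by unequal factors and so widens the gap with signal by construction. With no scaling the medians were 0.105 and 0.127 and the difference -0.0219 (two-sided permutation test across miRNAs, which are not independent replicates, p = 0.361). The deposited values gave -0.0114 (permutation test, p = 0.572), and the other detection filters, which keep scale normalization, were negative as well. Under 8 other treatments of the signal fixed beforehand the raised miRNAs had the larger gap: 4 passed, such as 0.163 against 0.0575 with arrays centred on the positive control probes (permutation test, p = 0.00443), and 4 did not, such as 0.110 against 0.0802 with quantile normalization (permutation test, p = 0.387). These treatments move whole arrays relative to each other, which itself changes the gaps, so their differences are not read as variability either.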

### Physiological induction of RBM3 by mild hypothermia enhances let-7 biogenesis in a RBM3-dependent manner

Experimental overexpression of RBM3 increased the levels of many miRNAs, and physiological induction of RBM3 by mild hypothermia [20] recapitulated this effect. Incubation of B104 cells at 32°C for 24 hours resulted in upregulation of mature let-7g (**Figure 2A**) and other miRNAs (**Figure S3**). The enhancement of let-7g steady state levels at 32°C was blocked by knockdown of RBM3, suggesting that induction of the RNA-BP was absolutely required for hypothermia related upregulation of let-7g (**Figure 2B**). These observations suggest that adaptation to cold stress may involve RBM3-mediated regulation of the miRNA pathway.

**Figure 2:**
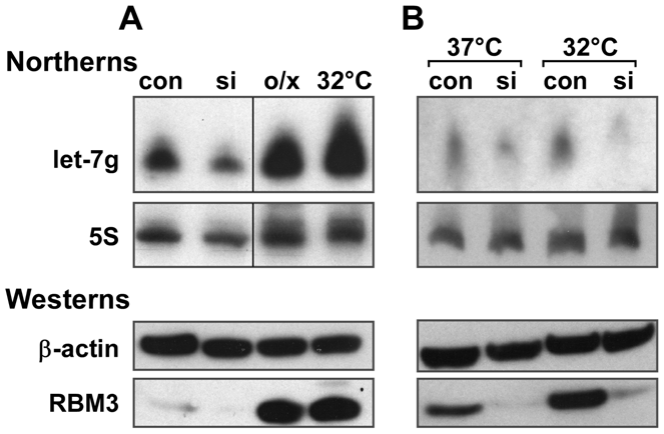
Induction of RBM3 by mild hypothermia mimics the effects of RBM3 overexpression on let-7g levels. (**A**) Upper panels: Northern blots of let-7g in control (con), RBM3 knockdown (si), RBM3 overexpression (o/x), and mildly hypothermic (32°C×24 hrs) conditions. 5S RNA is the loading control. Lower two panels: Western blots of RBM3 in the four conditions; β-actin is the loading control. (**B**) Upper panels: Northern blot of let-7g in control and RBM3 knockdown B104 cells maintained at normal (37°C) and mildly hypothermic (32°C) conditions; 5S RNA is the loading control. Lower panels: Western blot showing induction of RBM3 at 32°C in controls, but greatly attenuated expression at both temperatures in the siRNA condition. β-actin is the loading control. Enhanced expression of let-7g at 32°C is prevented when RBM3 is knocked down.

### Knockdown of RBM3 selectively impairs the processing of pre-miRNAs at the Dicer step

We next investigated the mechanisms by which RBM3 regulates miRNA biogenesis. RBM3 has a relatively simple domain structure, being comprised of a single RNA-recognition motif (RRM) and a c-terminal region rich in arginine, glycine, and tyrosine. Because many RNA-BPs harboring these domains (particularly hnRNPs) regulate multiple aspects of RNA metabolism, we considered that RBM3 may act at several steps in the process of miRNA biogenesis, including transcription, splicing, transport, and stability. In addition, recent studies on the roles of the RNA-BPs hnRNPA1, LIN28, and KSRP in the biogenesis of specific sets of miRNAs have demonstrated that post-transcriptional cleavage of pre-miRNAs can also be regulated [15]–[17]. To begin evaluating these possibilities, we used RNA probes to measure levels of mature miRNAs and their precursor species by Northern blot. Northern blots of mature let-7i and its pre-miRNA revealed that, concomitant with reduction of mature 22mers, there was an accumulation of ∼70 nt pre-miRNAs after RBM3 knockdown (**Figure 3A**). This pattern was evident for all other miRNAs examined by Northern blot (e.g. **Figures S1, S2, S3**). Elevated levels of pre-miRNAs after RBM3 knockdown were also seen by Northern blot when probes complimentary to the full length sequence of the precursor were used (**Figure S2**). To confirm this result using another method, we performed semi-quantitative RT-PCR (**Figure 3B**) and quantitative RT-PCR (qRT-PCR), both of which showed large elevations in pre-miRNAs after RBM3 knockdown. The accumulation of pre-miRNAs after RBM3 knockdown was reproducible in other cell lines. In HEK 293T and HeLa cells, the processing of pre-let-7a to mature let-7a was greatly attenuated under conditions of reduced RBM3 expression (**Figure 3E**) and accompanied by large increases in this precursor.

**Figure 3:**
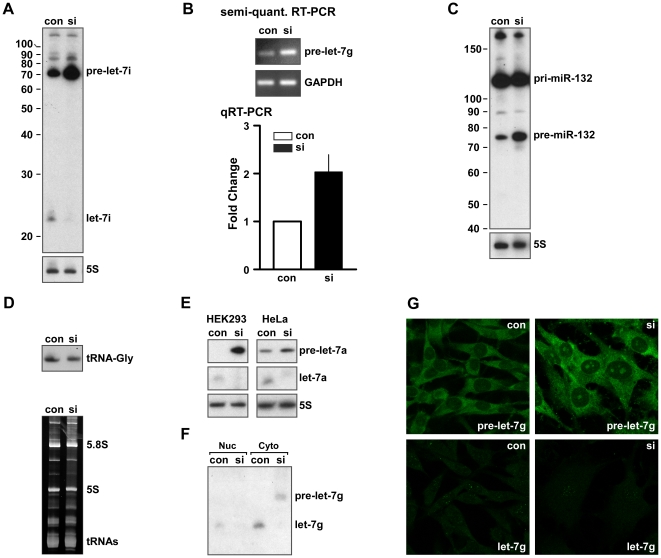
Pre-miRNA processing is selectively impaired by knockdown of RBM3. (**A**) Northern blot of let-7i showing relative levels of mature and pre-miRNA species in B104 cells under control (con) and RBM3 knockdown (si) conditions; 5S RNA, loading control. (**B**) Upper panel: Ethidium bromide stained gel showing pre-let-7g products from semi-quantitative RT-PCRs using control and RBM3 knockdown B104 cell RNA templates; GAPDH was used as a control. Lower panel: Graph illustrating fold increase in pre-let-7g after RBM3 knockdown as measured by quantitative RT-PCR (qRT-PCR; n = 3, p<0.01); U6 was used as the internal reference. (**C**) Northern blot of miR-132 showing the relative levels of pri- and pre-miR-132 species in control and RBM3 knockdown conditions. 5S RNA, loading control. (**D**) Upper panel: Northern blot of the same samples using a probe for tRNA-Gly. Lower panel: Ethidium bromide (EtBr) visualization of tRNAs. (**E**) Northern blots of let-7a in HEK 293T and HeLa cells showing attenuated processing of pre-let-7a after RBM3 knockdown. (**F**) Northern blot of let-7g in nuclear and cytoplasmic fractions from B104 cells; pre-let-7g accumulates in the cytoplasm after knockdown of RBM3. (**G**) *In situ* hybridization with probes selective for pre-let-7g (top panels) and mature let-7g (lower panels) in B104 cells under con and si conditions.

In contrast to pre-miRNAs, the levels of primary transcripts did not appear to change after RBM3 knockdown, suggesting that accumulation of ∼70 nt pre-miRNAs was not simply due to an increase in transcription of pri-miRNA Drosha substrates. This pattern, reminiscent of pre-miRNA accumulation when Dicer is inactive or absent [34], is seen on Northern blots of miR-132 for which both the pri- and pre-miRNA species are readily resolved on a single gel (**Figure 3C**). The large and selective increases in pre-miRNAs that we observed by Northern blot (and RT-PCR) after RBM3 knockdown did not involve changes in tRNAs that are of approximately the same size as pre-miRNAs and have hairpin structures (**Figure 3D** and **Figure S3**). Neither did it appear that the effects of RBM3 on pre-miRNAs could be due to altered splicing. While a Drosha-independent mechanism has been identified for the formation of pre-miRNAs that involves splicing of some intron-positioned miRNAs (mirtrons [32], [33]), this applies to a relative few primary transcripts and the genomic locations of the vast majority of RBM3-regulated miRNAs are not suitable for this pathway.

It is noteworthy that in our Northern blot studies of miRNA expression in B104 cells the relative levels of pre-miRNAs compared to mature ∼22mers was higher than often seen. Given that changes in pre-miRNA levels following RBM3 knockdown were confirmed by three different approaches, and that tRNAs are not affected by manipulation of RBM3, it is likely that ratios of pre-miRNAs to mature ∼22mers vary with cell type. Consistent with this idea, our own studies using HeLa and HEK293 cells (**Figure 3E**) reveal different ratios of pre-miRNAs to mature ∼22mers at steady state compared the B104 neuronal cell line and to each other. This may reflect different basal rates of pre-miRNA processing in different cell lines. Even with such differences in steady state processing, knockdown of RBM3 had the same effect in all cell lines tested: it caused selective accumulation of pre-miRNAs. This effect appeared greatest in HEK293 cells, where the steady state ratio of pre-miRNA to mature ∼22mer was the lowest of the three cell lines tested.

### Knockdown of RBM3 does not impair transport of pre-miRNAs into the cytoplasm

One plausible basis for the correlated changes in miRNAs and their parent pre-miRNAs is that RBM3 knockdown leads to a deficit in the transport of pre-miRNAs to the cytoplasm where they become a substrate for Dicer. However, while our prior work [23], [27] demonstrated that RBM3 can traffic between nuclear and cytoplasmic compartments, analysis of the subcellular distribution of pre-let-7g by Northern blot (**Figure 3F**) and *in situ* hybridization (**Figure 3G**) did not reveal deficits in cytoplasmic transport of the precursor when RBM3 was depleted. Rather, pre-miRNAs accumulated in the cytoplasm after RBM3 knockdown. There was no obvious change in mature let-7 localization after RBM3 knockdown (**Figure 3G**). Some nucleolar hybridization was seen, consistent with reports that several miRNAs are present in this compartment [35].

### Knockdown of RBM3 does not lead to reduced Dicer activity or to modifications in pre-miRNAs that impair their ability to act as Dicer substrates

In light of the aforementioned findings, a logical hypothesis for the effects of RBM3 on the expression of miRNAs is that it modulates the posttranscriptional processing of pre-miRNAs by Dicer. In principle, this could involve changes in the Dicer complex, modification of pre-miRNAs, or the interaction of these entities. As RBM3 is known to promote the stability of some mRNAs [26] and overall translation [22], [23], a straightforward hypothesis is that levels of Dicer are reduced by RBM3 depletion. Unexpectedly, however, expression of Dicer was significantly elevated after RBM3 knockdown (**Figure 4A, B**). In accord with this observation, Dicer-mediated processing of a synthetic version of pre-let-7g was actually greater in lysates from RBM3 knockdown cells than in control lysates (**Figure 4C**). We next looked for deficits in two cofactors of Dicer involved in pre-miRNA processing and insertion of mature miRNAs into the RISC complex: the transactivator responsive RNA binding protein 2 (TRBP) and Ago2 [13], [36]. However, Ago2 was also expressed at significantly higher levels when RBM3 was depleted, while TRBP exhibited little change (**Figure 4A, B**). These effects were also seen in HeLa cells (**Figure S4**). These results did not support the idea that reduction of RBM3 levels leads to an insufficiency of Dicer complexes that would impair pre-miRNA processing. However, they may be consistent with downstream effects of RBM3-related changes in miRNA expression. A number of miRNAs predicted to target messages encoding Dicer complex components are reduced after RBM3 knockdown, and it has been reported that Dicer is subject to feedback regulation by let-7 [37]. We observed that all let-7 family members were reduced after RBM3 knockdown (**Table S1;** **Figure 2**, **Figures S1, S2, S3**). This suggested that known targets of let-7, including Dicer, would be upregulated even though reductions of RBM3 lead to decreased overall translation [23]. 

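Each of the 9 let-7 miRNAs on the array, counting miR-98, was detected on every array and gave less signal in RBM3 knockdown cells before scaling. let-7a gave 4786 ± 584 (SD, n = 2) in control and 878 ± 15.2 in knockdown cells, let-7c 5012 ± 597 and 876 ± 7.19, let-7g a mean of 1270 and 239, and miR-98 345 ± 29.6 and 73.6 ± 2.64. With no scaling all 9 were lower, with log2 fold changes from -2.60 for let-7i to -2.23 for miR-98 (standard error 0.189, adjusted p at most 5.13e-22 from limma). The median of the family, relative to that of all detected miRNAs, was -0.21 on the log2 scale. With scale normalization all 9 were higher, with log2 differences from 1.78 for miR-98 to 3.67 for let-7f (standard error 0.312, adjusted p at most 1.09e-07 from limma). With arrays centred on the 75th percentile of the detected miRNAs the 9 had log2 fold changes between -0.40 and -0.029, of which only let-7i at -0.40 passed the test (standard error 0.175, adjusted p = 0.0487 from limma), and with arrays centred on the positive control probes all 9 were lower, at -1.55 for let-7i to -1.17 for miR-98 (standard error 0.16, adjusted p at most 3.73e-11 from limma). Centring on the 75th percentile of the detected miRNAs removes their median change by construction, so those values are relative to the other miRNAs. The let-7 members differ by a few bases, so their probes can share signal.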

Consistent with this idea, we observed an increase in the expression of another let-7 target, k-ras [38], by Western blot after knockdown of RBM3 (**Figure 4D**).

**Figure 4:**
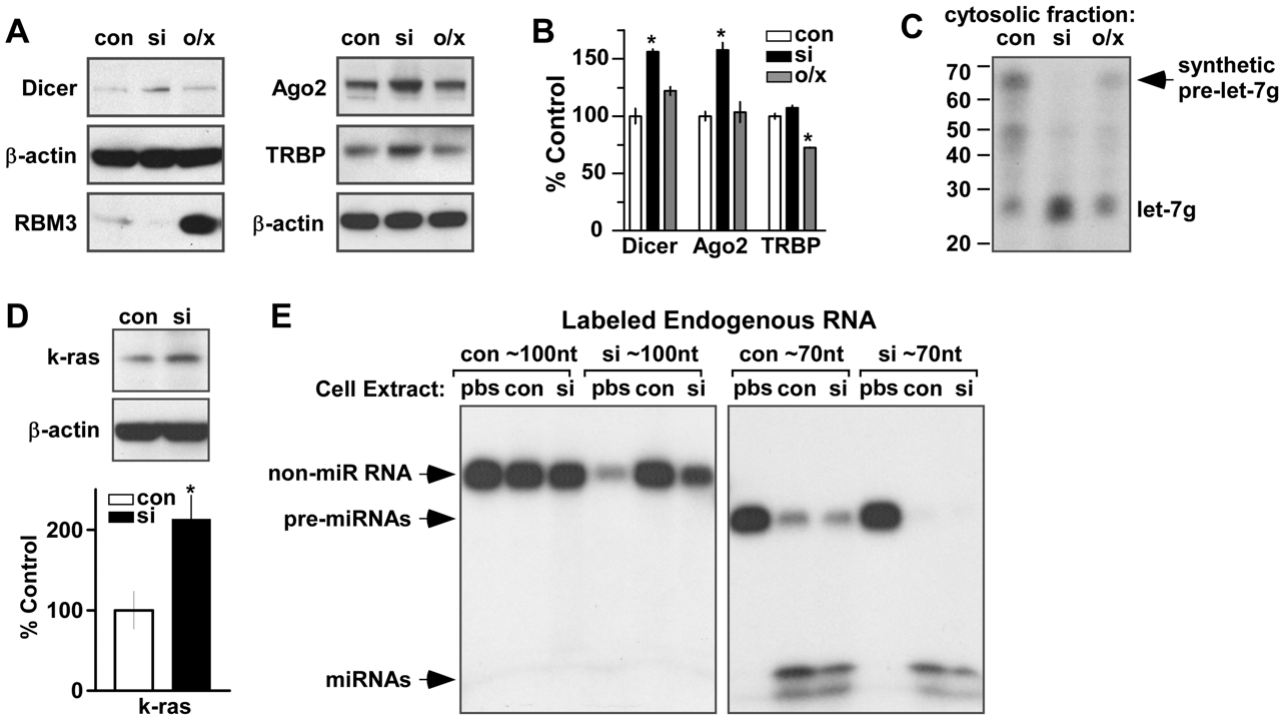
Knockdown of RBM3 does not reduce Dicer complex components or the ability of pre-miRNAs to act as substrates. (**A**) Western blots of Dicer, Ago2 and TRBP in B104 cells under control (con) conditions, and after knockdown (si) and overexpression (o/x) of RBM3. β-actin is the loading control. (**B**) Bar graph summarizing changes in Dicer (n = 4), Ago2 (n = 5), and TRBP (n = 3); * p<0.01, 2-tailed paired t-test. (**C**) Northern blots showing the processing of a synthetic pre-let-7g by cytosolic lysates from con, si, and o/x conditions. (**D**) Bar graph and example Western blot showing levels of the let-7 target, k-ras, in con and si conditions (* p<0.05, 1-tailed paired t-test, n = 3). β-actin is the loading control. (**E**) Autoradiographs showing the processing of endogenous small RNAs of ∼100 nt and ∼70 nt that were purified from B104 cells under control (con) and si conditions, end labeled, and then re-incubated with cell extracts from the indicated treatment conditions.

In contrast to the effects of RBM3 knockdown in B104 cells, overexpression of the RNA-BP had no effect on Dicer or Ago2 levels and significantly decreased the expression of TRBP (**Figure 4A, B**). These results suggested that the enhanced biogenesis of many miRNAs seen when RBM3 is overexpressed does not rely on increases in Dicer complex levels or activity. Dicer and Ago2 were modestly decreased by this manipulation in HeLa cells (**Figure S4**).

### Knockdown of RBM3 does not alter the ability of pre-miRNAs to act as Dicer substrates

Altered pre-miRNA processing in the context of low RBM3 levels could also stem from modifications of precursors that alter their ability to act as Dicer substrates. Precedent for such a mechanism comes from the inhibitory effect of LIN28 on the processing of let-7 family members, which involves polyuridylation of precursors [39], [40]. As a general test of this possibility, we purified endogenous small RNAs (∼60 nt to ∼100 nt) from control and RBM3 knockdown cells and end-labeled them so that their processing could be visualized after re-incubation with cytosolic extracts from each condition (**Figure 4E**). Purified ∼70 nt RNAs from control and siRNA-treated cells were efficiently processed by both cellular extracts into mature miRNAs. There appeared to be an enhanced processing of ∼70 nt RNAs isolated from RBM3 knockdown cells by each extract (relative to control ∼70 nt RNAs); this may be due to a greater proportion of pre-miRNAs in the ∼70 nt pool of RNAs isolated from RBM3 knockdown cells. As a control for general RNase activity, end-labeled RNAs of ∼100 nt were not processed by either extract. Combined with the lack of an obvious size change in electrophoretically resolved pre-miRNAs (**Figure 3A–C**, **Figures S1, S2, S3**), these observations suggest that low RBM3 expression does not result in primary structural modifications of pre-miRNAs that impair their cleavage by Dicer.

### Evidence for a role of RBM3 in directly regulating pre-miRNA ribonucleoprotein complexes

While lowering RBM3 expression impaired the processing of many endogenous pre-miRNAs, exogenously added precursors (synthetic or purified endogenous) were nevertheless processed efficiently in this condition. We hypothesized that endogenous and exogenous precursors differ in their ability to access Dicer, perhaps because exogenous precursors do not acquire key factors that normally limit such interactions. As expected from our *in vitro* processing data and Dicer expression results, the association of Dicer, TRBP, and Ago2 with biotinylated pre-miRNA probes (let-7i and miR-16) was actually enhanced after knockdown of RBM3 (**Figure S5**). To evaluate whether reduced RBM3 expression causes endogenous pre-miRNAs to acquire a distinct set of factors, we used sucrose gradient fractionation assays optimized to resolve low molecular weight (MW) pre-miRNPs and complexes containing TRBP and Ago2 (**Figure S6A, B**). As measured by continuous A_260_ RNA readings through the gradients, knockdown of RBM3 altered the profile of low MW RNPs and translation machinery. In fractions 1 – 9 from the early RNP portion, TRBP and Ago2 co-sedimented and their distribution peaked in the same fraction (#6) in controls and RBM3 siRNA conditions (**Figure 5A**). However, the distribution of pre-miRNAs was altered by knockdown of RBM3. Northern blots of pre-let-7g in gradient fractions revealed that precursors accumulating after RBM3 knockdown distribute to complexes of lower MW than TRBP/Ago2-containing complexes (**Figure 5A**, **Figure S6B**). In controls, mature let-7g was also detected, along with decreasing amounts of pre-let-7g, in TRBP/Ago2-containing fractions, suggesting that these are active processing complexes (**Figure 5A**). However, mature let-7g was not detected in TRBP/Ago2-containing fractions under RBM3 knockdown conditions, even though these fractions contained some pre-let-7g and exhibited more Dicer activity towards exogenous pre-let-7g (**Figure 5B**). These data suggest that reduced RBM3 expression results in the association of pre-miRNAs with a lower MW complex of factors that attenuate interactions with Dicer. Alternatively, RBM3 may itself facilitate pre-miRNP association with Dicer, but this would have to be reconciled with the enhanced processing of exogenous pre-miRNAs by RBM3 knockdown cell lysates.

**Figure 5:**
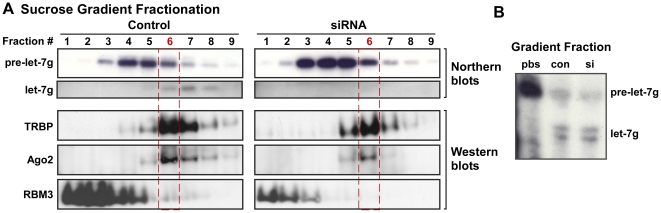
RBM3 regulates pre-miRNP composition. (**A**) Northern and Western blots showing the distribution of pre-let-7g, mature let-7g, TRBP, Ago2, and RBM3 in early (RNP) fractions from sucrose gradients of control and RBM3 siRNA-treated B104 cells. Fraction 6 (red) represents the peak of TRBP and Ago2 distribution in both conditions; pre-let-7g accumulates as a lower molecular weight pre-miRNP complex in the siRNA condition. Mature let-7g is present in TRBP / Ago2-containing fractions from control cells, but barely detectable in the same fractions from RBM3 knockdown cells. (**B**) Autoradiogram showing processing of labeled synthetic pre-let-7g in concentrated samples from the TRBP/Ago2-containing fractions of control and RBM3 knockdown conditions. Processing activity towards an exogenous precursor is still intact in the knockdown condition, even as processing of the endogenous pre-let-7g is greatly attenuated.

The effects of RBM3 on pre-miRNA processing may arise from direct interactions between RBM3 and precursors, analogous to what has been shown for LIN28, hnRNPA1, and KSRP [15]–[19]. To test this, we immunoprecipitated RBM3 and probed for pre-let-7g and pre-miR-16 by RT-PCR. Both of these precursors were amplified from the RBM3 immunoprecipitates, but not from IgG control precipitates or from samples in which reverse transcriptase was omitted (**Figure 6A** and **Figure S7**); β-tubulin mRNA was tested as a negative control (**Figure 6B**). In addition, electrophoretic mobility shift assays showed that RBM3 binds pre-let-7g and pre-miR-16 probes directly *in vitro* (**Figure 6C**); 18S RNA was used as a negative control in these assays (**Figure 6D**). Consistent with the idea that RBM3 may regulate pre-miRNP access to Dicer complexes, the processing of endogenous pre-let-7g by cytoplasmic extracts from RBM3-depleted cells was partially rescued by acute addition of recombinant RBM3 (**Figure 6E**). Addition of exogenous RBM3 to extracts from cells in which endogenous RBM3 had been knocked down led to a decrease in pre-let-7g levels, with a concomitant increase of the dsRNA miRNA duplex. These data suggest that RBM3 binds directly to pre-miRNAs to regulate their processing by Dicer.

**Figure 6:**
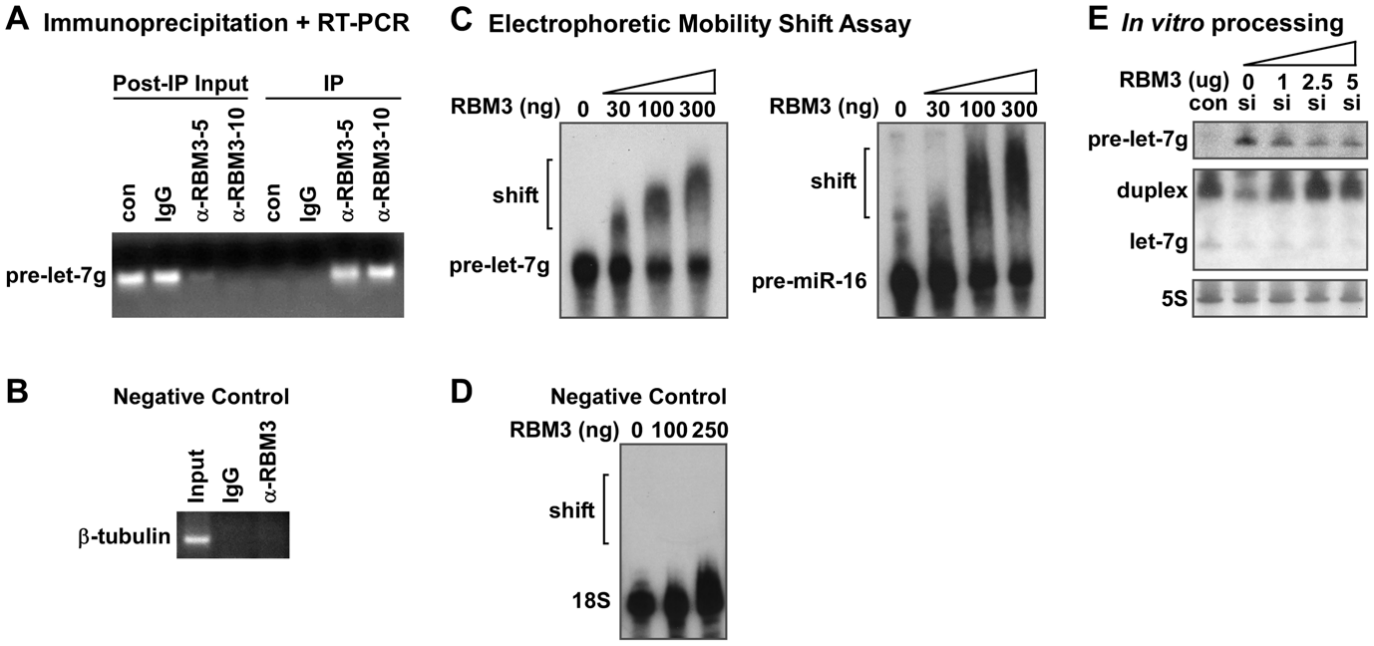
RBM3 associates with pre-miRNAs. (**A**) Gel showing pre-let-7g RT-PCR product amplified from immunoprecipitate (IP) and post-IP input fractions in the following conditions: no treatment (con), IP with pre-immune IgG (IgG), IP with 5 µg and 10 µg of affinity purified anti-RBM3 antibody (α-RBM3-5/10). (**B**) Negative control RT-PCR for β-tubulin. (**C**) Autoradiographs of labeled pre-let-7g and pre-miR-16 resolved on non-denaturing gels after incubation with increasing amounts of purified recombinant RBM3 in electrophoretic mobility shift assays. (**D**) Negative control gel shift using 18S RNA. (**E**) Northern blot showing partial rescue of endogenous pre-let-7g processing in RBM3 knockdown (si) cell lysates by addition of recombinant RBM3 to *in vitro* processing reactions. 5S is loading control.

## Discussion

Our data establish a novel role for RBM3 in the posttranscriptional regulation of miRNA biogenesis, one with important implications for how pre-miRNAs are regulated as RNPs. The majority of miRNAs affected by RBM3 knockdown were downregulated, leading to accumulation of endogenous pre-miRNAs even as Dicer activity remained at or above normal levels against exogenous substrates. We observed that RBM3 associates with pre-miRNAs *in vitro* and *in situ*, suggesting that it is an integral part of larger pre-miRNA ribonucleoprotein complexes (pre-miRNPs). Taken together, these findings suggest that RBM3 regulates the competency of a large proportion of pre-miRNPs to engage catalytically active Dicer complexes. This is consistent with our observation that, in sucrose gradient fractionation assays, knockdown of RBM3 leads to accumulation of pre-miRNAs as lower MW species. A plausible model for these effects is that integration of RBM3 into pre-miRNPs displaces an inhibitory factor from pre-miRNAs that normally attenuates their processing by Dicer (**Figure 7**). Our data favor this de-repression model over one in which RBM3 directly facilitates association of pre-miRNPs with Dicer complexes because exogenous pre-miRNAs are rapidly and efficiently processed by extracts from RBM3 depleted cells. In any case, our results support the broader notion that miRNA biogenesis is differentially regulated by the coordinated effects of many RNA-BPs acting at the level of pre-miRNP formation [3]. 

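Of the 130 miRNAs detected on every array, 112 were lower after knockdown with no scaling, or 86.2%, and 2 were lower with scale normalization, or 1.54%. The share was 75.4% with arrays centred on the positive control probes, 74.6% with the 75th percentile over all mouse miRNAs and 15.4% with the 75th percentile over the detected miRNAs. The last of these centrings removes the median change of the detected miRNAs by construction (-0.0029). Its share therefore cannot show whether most of them fell. Among those lower with no scaling were miR-93, with 1062 ± 82.5 (SD, n = 2) in control and 152.55 ± 3.66 in knockdown cells, and miR-24, with 4969 ± 424 and 966 ± 25.1. With scale normalization both were higher, at 1.94 and 3.76 on the log2 scale.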

The fact that 60% of all miRNAs detected by microarray in B104 cells were downregulated after depletion of RBM3 suggests that RBM3 is a component of most pre-miRNPs. How RBM3 modifies the composition of pre-miRNPs is currently under study.

**Figure 7:**
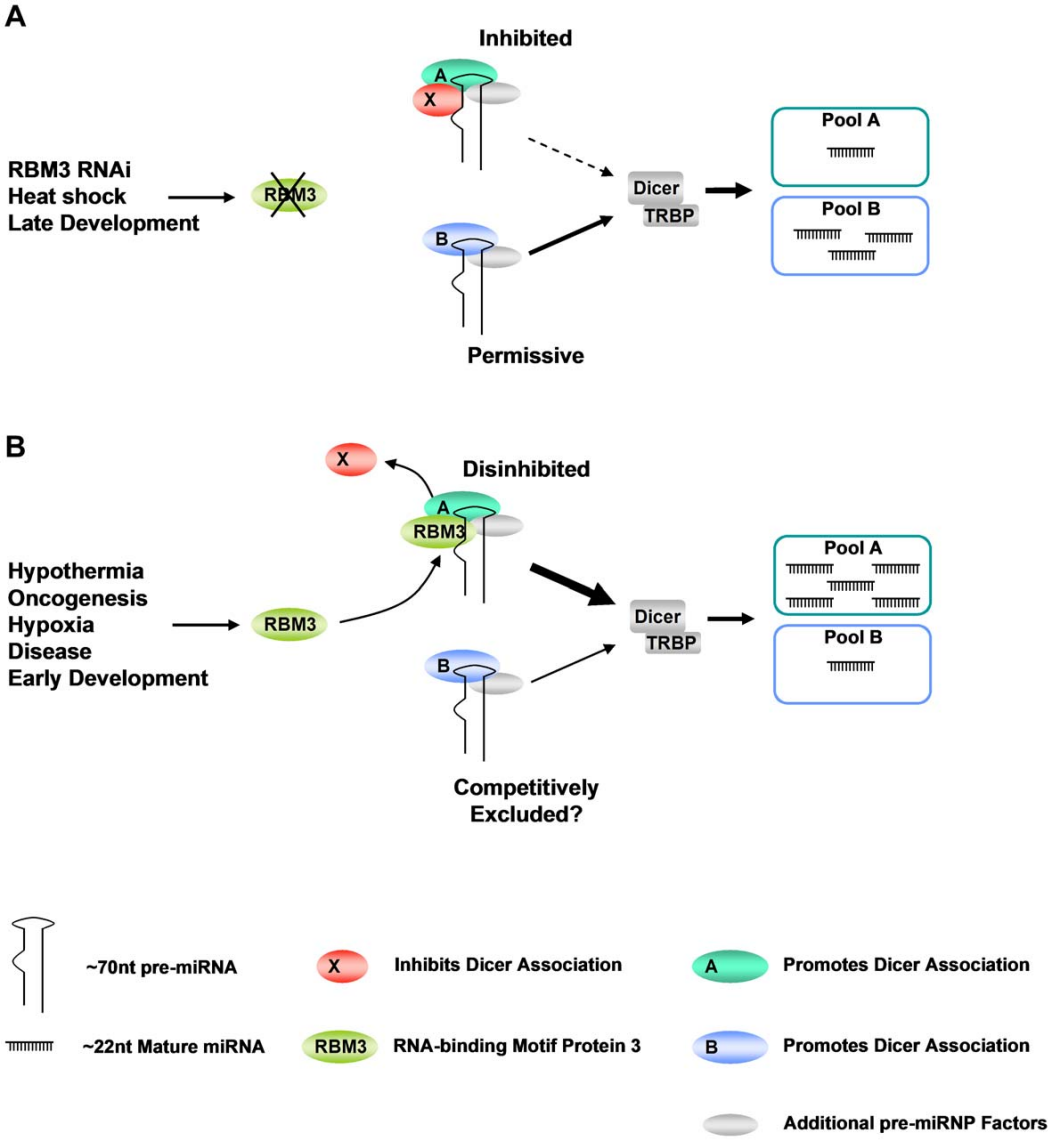
Model of the effects of RBM3 on the posttranscriptional regulation of miRNA biogenesis. (**A**) Pre-miRNAs exist as two or more pools of pre-miRNPs that contain distinct factors (A and B) mediating association with Dicer complexes. One class also binds a factor (X) that inhibits association with Dicer complexes, and is displaceable by RBM3. In the context of low RBM3 levels – such as occurs during RBM3 knockdown, heat shock, and in most cells during later stages of development – miRNA biogenesis is biased towards pool B, which lacks factor “X” and thus has greater access to Dicer. Not shown in this model are the increases in Dicer and Ago2 levels that occur during RBM3 knockdown, which may also facilitate the processing of pre-miRNAs not bound by an inhibitory factor. (**B**) In the context of high RBM3 levels – such as occurs during mild hypothermia, oncogenesis, early development, hypoxia, degenerative disesease, and early development – the inhibitory factor is displaced from pool A by the binding of RBM3 to pre-miRNAs. RBM3 binding thus derepresses pre-miRNAs in pool A and enhances their access to Dicer complexes, and subsequent processing. Access of pre-miRNAs that do not bind RBM3 (pool B) to Dicer is reduced by competitive exclusion.

Our results also bear on the nature of cellular conditions that influence the miRNA pathway via RNA-BPs. Although cold exposure is among the most basic and ubiquitous challenges to living organisms – and an essential aspect of torpor – the cellular responses to this stress are poorly understood. What is clear, however, is that cold exposure can elicit cellular changes that are protective or that limit pathological processes after a physiological insult or trauma [41]. This effect has been exploited clinically in the areas of therapeutic hypothermia during surgery, after spinal chord injury, in traumatic brain injury and stroke, and in organ transplant [41]–[43]. Recent reports indicate that induction of RBM3 is essential for the protective effects of hypothermia in models of perinatal asphyxia [44] and muscle wasting [45]. The present data and our prior work [22], [23] together suggest that a coordinated regulation of miRNA biogenesis and global translation rates by RBM3 are part of the adaptive process to cold exposure. These molecular functions of RBM3 may contribute directly to the protective effects of hypothermia observed in many paradigms. RBM3 is also induced by other physiological stressors [24], and is upregulated in various cancer types [26] and degenerative states [25], [44], potentially coupling these conditions to changes in miRNA expression.

The set of miRNAs regulated by RBM3 includes many with previously established roles in oncogenesis. It has been proposed elsewhere that RBM3 is a protooncogene that blocks apoptosis and enhances proliferation [26]. Moreover, it has been demonstrated that reduction of RBM3 expression – and expression of the highly homologous cold-inducible RNA binding protein (CIRP) – by heat shock impairs the survival of cancer cells and increases their sensitivity to chemotherapeutic compounds [46]. It is reasonable to speculate, then, that the pro-survival functions of RBM3 in cancer cells, and the therapeutic effects of downregulating RBM3 by heat shock, may involve its activity on miRNAs that have previously been linked to oncogenesis (e.g. the miR-17-92 cluster [7], [8]). However, there is also emerging evidence that very high expression of RBM3 within the nuclear compartment in some cancer types is a positive predictor of clinical outcome [47]. This may reflect a different role of nuclear-retained RBM3, or perhaps a change in the expression of key miRNAs (such as those targeting RBM3-regulated checkpoint proteins [47]) at higher RBM3 concentrations.

RBM3 is also dynamically expressed as part of normal physiology during early brain development [27]. In this context, the effects of RBM3 on miRNAs involved in neural differentiation may be significant given that the RNA-BP is highly expressed in multiple brain regions during an early postnatal period, and remains especially high in neural progenitor fields in adulthood [27]. Of particular interest is the finding that RBM3 enhances the biogenesis of all members of the let-7 family, which are involved in neural differentiation [19], [29]. In embryonic stem cells, the processing of let-7 family members is known to be blocked at the Dicer step by LIN28 to maintain pluripotency, and this blockade is negatively regulated by a feedback influence of let-7 and miR-125a [19]. It will be of interest to determine if RBM3 opposes the effects of LIN28 by facilitating negative feedback at an early stage in neural commitment.

Given the range of conditions under which RBM3 is strongly induced, the data we have obtained here concerning its effects on miRNA biogenesis suggest that RBM3 may be a critical regulator of miRNA-dependent events involved in adaptive, developmental and pathophysiological processes. Further mechanistic studies may unveil additional factors that participate with RBM3 in fine tuning miRNA biogenesis responses to particular cellular or developmental conditions. In addition, clinically important insights into the mechanisms of therapeutic hypothermia may emerge from target analyses of RBM3-regulated miRNAs.

## Materials and Methods

### Manipulation of RBM3 levels

Our studies utilized B104 neuroblastoma [48], HeLa and HEK 293T (ATCC) cell lines. Cell lines were transfected with the siRNA (si) duplex listed in **Table S2** at a ratio of 20 nM siRNA per 25 µl RNAiMax to knockdown RBM3, or pcDNA3.1-RBM3 to overexpress the protein using Lipofectamine reagents (Life Technologies); cells were harvested after 48 hrs. For cold-shock (CS) induction of RBM3, B104 cells were placed at 32°C for 24 hours. The B104 cell line was used in miRNA array profiling studies.

### MicroRNA array profiling

The mirVana miRNA isolation kit was used to isolate miRNAs. miRNA array profiling utilized the mouse miRNA microarray from Agilent Technologies (G4472A), which is selective for mature miRNAs; hybridization was done according to their specifications. Microarrays were scanned and analyzed with the Agilent scanner and Genespring software.

The Agilent Feature Extraction tool was used to obtain the signal values and detection above background for the Agilent chip. Processing of the data was performed within the Bioconductor project and the R program software (R is available as Free Software under the terms of the Free Software Foundation's GNU General Public License). The scale normalization method used was proposed by Yang et al. [49], [50] and is further elaborated by Smyth and Speed [51]. Log-values were scaled to have the same median-absolute-deviation (MAD) across arrays. The 578 Human miRNAs were filtered down to 216 by excluding those miRNAs with signals not detected above background for all the samples.

The fold changes and standard errors were estimated by fitting a linear model with allowance for paired samples for each gene and empirical Bayes smoothing was applied to the standard errors for all the samples at the same time. The linear modeling approach and the empirical Bayes statistics as implemented in the Limma package in the R software were employed for differential expression analysis. Statistics were obtained for transcripts with the multiple testing adjusted (Benjamini-Hochberg) p-values level of 0.05. MicroRNA array data are MIAME compliant and have been deposited in the GEO database (accession # pending).

### Northern blotting

Per treatment condition, 10 µg of total RNA was resolved on a 15% TBE-urea gel, transferred to a nylon membrane (250 mA for 1.5 hours), then cross-linked with UV. Radiolabeled RNA probes (10^6^ cpm/ml) were hybridized at 42°C overnight. Membranes were washed and exposed to X-ray film.

### Western blotting

Samples were lysed in a buffer composed of 1% triton X-100, 1 mM Tris-HCl (pH 7.4), 150 mM NaCl, and protease inhibitor cocktail (Roche), then boiled in NuPage SDS Buffer (Life Technologies) and resolved on 4–12% tris-glycine gels for immunoblotting with antibodies against RBM3 (1∶2000, made in house), β-actin (1∶10,000 Sigma), Ago2 (1∶1000 Abnova), Dicer (1∶1000 Abnova), and ribosomal protein S20 (1∶1000, made in house).

### Sucrose gradient centrifugation analysis of pre-miRNPs and translation machinery

A total of 2×10^7^ B104 cells were lysed with ice-cold buffer A: 20 mM Tris, pH 7.4, 100 mM KCl, 10 mM MgCl_2_, 0.5 mg/ml heparin, 2 mM DTT, protease inhibitor cocktail (Roche), 100 µg/ml cycloheximide (Sigma), and 0.3% Igepal-600 (Sigma). Cytoplasmic extracts were obtained after centrifugation at 30,000 x g for 15 min at 4°C, loaded onto a linear gradients of 10–50% (to broadly resolve translation machinery) or 15–55% (for finer resolution of pre-miRNP complexes) sucrose in buffer A, and centrifuged at 100,000 x g for 3 h, or 30,000 x g for 18 h (4°C), respectively. A continuous reading of RNA distribution through the gradients was obtained by upward displacement of the sucrose with purdenz (Accurate Chemical & Scientific Corporation) through an ISCO UA-6 UV monitor reading absorbance at 260 nm. Half milliliter fractions were collected through the entire (11 mL) gradients and analyzed by Northern and Western blotting. Protein was precipitation by the TCA/acetone method and RNA was isolated from sucrose gradient fractions with Trizol LS according to manufacturer protocol (Life Technologies).

### *In Situ* Hybridization

B104 cells grown on glass coverslips were fixed with 4% paraformaldehyde, and *in situ* hybridization was performed as previously described [52] with 20 ng of 5′-DIG-labeled LNA hybridization probes complementary to mouse mature let-7g and pre-let-7g (Exiqon). Fluorescent images were collected on a Zeiss LSM 710 laser scanning confocal microscope (LSCM).

### Electrophoretic Mobility Shift Assay

A ^32^P-labeled precursor transcript (125 fmol of either pre-let-7g, pre-miR-16, or 18S RNA) was incubated alone or with increasing concentrations of rRBM3 (ranging from 30 ng to 300 ng) in the following buffer: 5 mM Tris (pH 7.4), 12.5 mM NaCl, 0.05 mM EDTA, 0.05 mg/ml tRNA, 0.05 mg/ml heparin and 0.01% Igepal in a total volume of 10 µl. The reactions were incubated at 4°C for 30 min, and then 2.8 µl of RNA loading dye was added to each reaction and separated on a 5% native Tris-glycine polyacrylamide gel.

### Preparation and purification of RNA probes

Northern probes were *in vitro* transcribed and labeled with [γ-^32^P] UTP according to the mirVana miRNA Probe Construction kit protocol (Life Technologies) and purified on 15% TBE-acrylamide gels. The gel shift probes were prepared similarly with the T7 MegaShortscript kit (Life Technologies). All ^32^P-labeled RNA transcripts were purified on 15% TBE-acrylamide gels. The synthetic pre-let-7g transcript used in processing assays was prepared cold with T7 MegaShortscript (Life Technologies) for 5′-labeling. To prepare endogenous precursors for processing assays, total isolated RNA was run on a 15% TBE-polyacrylamide gel and bands corresponding to oligonucleotides of 50–100 nt in length were excised and purified from the gel. Elution was carried out overnight with Probe elution buffer (Life Technologies). The eluate was then precipitated using 3 volumes of 100% ethanol. In end-labeling experiments, the 5′ phosphate groups were removed by using alkaline phosphatase (New England Biolabs) for 1h at 37°C, followed by phenol/choloroform purification and ethanol precipitation. The purified RNAs were 5′ end-labeled with [γ-^32^P] ATP by using polynucleotide kinase (New England Biolabs). Following labeling, RNAs were once again resolved on 15% TBE-polyacrylamide gels and the major bands ∼70 nt and ∼100 nt were excised and gel purified. The biotinylated pre-let-7g and pre-mir-16 used in pulldown experiments were transcribed with the T7 MegaShortscript (Life Technologies) with the addition of 7.5 mM Biotin-AG (Thermoscientific) to the transcription mix, followed by column purification. Oligonucleotides used for the T7 RNA polymerase reactions are shown in **Table S2**.

### Subcellular RNA fractionation

Subcellular fractionation and extraction of RNA was performed with the mirVana PARIS kit (Life Technologies), followed by Northern blot analysis.

### Pre-miRNA processing assays

Processing assays were performed as described previously [53] with a few alterations. Cell extracts were lysed in 30 mM Hepes, pH 7.4, 100 mM KCl, 5 mM MgCl_2_, 10% glycerol, 0.5 mM DTT, 0.1 U/µl RNase OUT (Life Technologies), and protease inhibitors (Roche). Lysed samples were sonicated and centrifuged at 4°C, 13,000 rpm. Dicer-complex enriched sucrose gradient fractions were concentrated with Amicon Ultra 10K centrifugal filters (Millipore), and the final protein concentration determined by Bradford (Bio-Rad). A volume of the resulting concentrates containing 10 µg of protein was adjusted such that the following buffer components were present at the indicated final concentrations: 5 mM ATP, 7.5 mM MgCl_2_, 0.5 U RNase OUT (Life Technologies), 0.25×10^5^ cpm of the labeled synthetic precursor. The reaction was set up on ice and incubated for 45 min at 37°C. Samples were boiled for 1 min at 95°C and loaded on a 15% denaturing TBE-urea polyacrylamide gel (Life Technologies) and exposed to X-ray film. The same final buffer and reaction conditions were used in assays of the processing of labeled endogenous pre-miRNAs by B104 cytoplasmic extracts. For processing assays utilizing total cell extracts, lysates were prepared as described above and readjusted to 10 mg/ml.

### Immunoprecipitation of RBM3-miRNA-containing complexes and RT-PCR

Cell extracts were prepared according to the Magna-RIP RNA-binding protein immunoprecipitation kit protocol (Millipore). Samples were immunoprecipitated with 5 µg of anti-Rabbit IgG as a control or 5–10 µg of anti-RBM3 antibody at 4°C overnight. RNA was purified according to the manufacturer protocol. Semi-quantitative PCR was performed to detect precipitated precursor miRNAs using SuperScript III One-Step RT-PCR System (Life Technologies) with primer sets for pre-let-7g, pre-miR-16, and β-tubulin (ValueGene; see **Table S2**).

### Biotin-pre-miRNA pull-down

Biotinylated pre-let-7g pull-down was performed as previously described [14] with a few modifications. Streptavadin Dynabeads (Life Technologies) were washed according to the manufacturer's protocol, then blocked with 0.1 mg/ml tRNA for 30 min at room temperature. The beads were then incubated with biotinylated pre–let-7g (500 nM) for 15 min, followed by washing. Cell extracts were lysed in 20 mM Tris pH 7.4, 200 mM NaCl, 2.5 mM MgCl_2_, 0.05% NP40, 60 U/ml RNase OUT (Life Technologies), 1 mM DTT, and protease inhibitors (Roche), and added to the beads for overnight incubation at 4°C. The beads were washed three times in lysis buffer and the bound proteins were analyzed by Western blotting with antibodies to Dicer (Abnova, 1∶500), Ago2 (Abnova, 1∶1000), and TRBP (Abfrontier, 1∶1000).

### Quantitative RT-PCR

Levels of pre-let-7g in RNA samples from B104 cells under control and RBM3 knockdown conditions were measured by quantitative RT-PCR using the GenoExplorer microRNA qRT-PCR Kit from GenoSensor Corporation (Tempe, AZ). Three biological replicates were run per condition, with 4 technical replicates per sample. Ligation and extension of RNAs and real-time amplification of pre-let-7g and U6 by qPCR with specific and universal primers were conducted according to the manufacturers recommendations using their primer sets. The relative levels of pre-let-7g in control and RBM3 knockdown samples were calculated using the ΔΔCt method with U6 as the reference.

### Quantification of Western blots, Northern blots and Autoradiograms

Quantification of Northern blot, Western blot, and processing autoradiograms utilized the Alpha Ease software. Group data compiled in Excel files and subsequently analyzed for statistical significance in Prizm (GraphPad).

## Supporting Information

Figure S1 **Knockdown and overexpression of RBM3 in the B104 neuronal cell line.** (**A**) Western blot showing RBM3 levels 36 hours after transfection with no siRNA (con), a scrambled siRNA (scr), a siRNA targeting RBM3 (RBM3), or an expression construct containing the RBM3 open reading frame downstream of a CMV promoter in the pcDNA3.1 vector (o/x). β-actin served as a loading control. Mock transfections were used throughout the study as introduction of scrambled siRNA induced slight elevations in RBM3. (**B**) Northern blots showing pre-let-7g and mature let-7g (and 5S loading control) in samples from the same treatments shown in panel a. Expression of mature let-7g was impaired by knockdown of RBM3 and enhanced by overexpression of RBM3. A slightly elevated level of let-7g was present in the scrambled siRNA sample, consistent with a slight elevation of RBM3 levels. (**C**) Western blots of RBM3 in triplicate control, knockdown (siRNA) and overexpression experiments used for microarray profiling of miRNA expression, and as part of subsequent Northern blot validation studies. RBM3 levels were reliably reduced by over 90% by siRNA, and overexpressed with a CMV promoter-based construct at levels mimicking induction after cold-shock.
(PDF)

Figure S2 **Bidirectional modulation of miRNA expression by manipulation of RBM3.** (**A**) Upper panels: Northern blots showing pre-miR-125a and mature miR-125a-5p (and 5S loading control) in samples from B104 cells under control (con), RBM3 knockdown (si), and RBM3 overexpression (o/x). Lower panels: Northern blots showing pre-let-7i and mature let-7i in the same samples. (**B**) Northern blot for pre-miR-125a using a probe complementary to the full sequence; 5S is the loading control.
(PDF)

Figure S3 **Cold-shock induction of RBM3 recapitulates the effects of RBM3 overexpression on miRNA expression.** (**A** & **B**) Northern blots showing levels of precursor and mature forms of let-7g (**A**) and miR-30b (**B**) along with 5S RNA (loading control) in B104 cells under the following conditions: control (con), RBM3 knockdown (siRNA), RBM3 overexpression (o/x), and cold-shock (32°C for 24 hrs). Lower panels in (**A**) show that the manipulations of RBM3 do not alter levels of tRNAs as visualized by Northern blotting for tRNA-Lys and ethidium bromide staining of the corresponding gel. (**C**) Full Northern blot of let-7 from Figure 2 of the main text demonstrating that the enhancement of mature let-7g biogenesis by cold shock requires RBM3 induction. Relative to cells maintained at 37°C, let-7g is elevated under conditions of mild hypothermia in control B104 cells, but not in cells transfected with RBM3 siRNA. 5S RNA is the loading control. Western blots of RBM3 (lower panels) show induction at 32°C in controls, but greatly attenuated expression at both temperatures in the siRNA condition. β-actin is the loading control.
(PDF)

Figure S4 **RBM3 regulates levels of Dicer complex components in HeLa cells.** (**A** & **B**) Western blots showing the relative abundance of Dicer, TRBP (**A**), and Ago2 (**B**) in Hela cells after knockdown (si) and overexpression (o/x) of RBM3, relative to control (con). (**C**) Western blot showing RBM3 expression after knockdown and overexpression of a myc-tagged version of RBM3. β-actin was used as a loading control.
(PDF)

Figure S5 **Components of the miRNA processing machinery are still able to assemble onto exogenous pre-miRNA after knockdown of RBM3.** Lysates of B104 cells maintained under control conditions (left panels) or transfected with a siRNA to RBM3 (right panels) were incubated with biotinylated pre-let-7i or pre-miR-16, followed by retrieval of bound complexes using streptavadin Dynabeads. Incubation with beads alone (beads) was used to control for non-specific associations. Dicer, TRBP, and Ago2 were retrieved in larger amounts from RBM3 siRNA-treated cells than from controls, consistent with elevated levels of these factors in the RBM3 knockdown condition.
(PDF)

Figure S6 **Knockdown of RBM3 alters the formation of monosomes and polysomes, and the relative fractionation of pre-miRNPs relative to miRNA processing factors.** (**A**) RNA-containing complexes in lysates from B104 cells maintained under control conditions (left panels) or transfected with RBM3 siRNA (right panels) were resolved by centrifugation through a 15%-55% linear sucrose gradient. The traces show continuous A260 readings through the gradients; the top of the gradient is at the left of each trace. The positions of 40S and 60S ribosomal subunits and 80S monosomes are indicated. Western blots showing the distribution of the small ribosomal subunit protein S20 across all fractions collected from the gradient (22×0.5 mL fractions). The solid line insets delineate the set of complexes resolved by higher resolution gradients. These are shown in Figure S6B and include pre-miRNA-ribonucleoprotein complexes. (**B**) Optimization of the fractionation parameters to resolve lower molecular (MW) weight ribonucleoprotein particles (RNPs) reveals an altered fractionation of miRNA precursor-containing RNPs (pre-miRNPs). Traces of A260 through the 22 fraction (11 mL) gradients show that a set of low MW RNPs is altered in RBM3 siRNA-transfected (right panels) vs control (left panels) B104 cells. Major low MW RNP peaks are labeled by the fraction they correspond to; 40S and 60S ribosomal subunits are indicated for reference. Northern blots presented in Figure 4 of the main text are shown below each gradient trace here to show the distribution and levels of pre-let-7g and mature let-7g in the first 9 fractions of each gradient relative to the A260 trace; fraction 6 (red) contains the peak distribution of TRBP and Ago2.
(PDF)

Figure S7 **Immunoprecipitation of miRNA precursors with RBM3.** (**A**) Gel showing RT-PCR products amplified input and immunoprecipitate (IP) fractions with primers specific for pre-miR-16; affinity purified α-RBM3 polyclonal and a pre-immune IgG control were used in immunoprecipitation reactions. The results are similar to those presented for pre-let-7g in Figure 4 of the main text. (**B**) Gel showing the effects of omitting reverse transcriptase (RT) from PCR reactions used to detect pre-let-7g in α-RBM3 immunoprecipitate and input fractions. The pre-let-7g product is only amplified in each fraction if RT is included.
(PDF)

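The table gives for each miRNA a log2 fold change of knockdown over control and its Benjamini-Hochberg adjusted p from limma, and 160 rows were read from it, 129 negative and 31 positive. Of these, 103 miRNAs were detected on every array here and 6 on no array. Across the 103 miRNAs, which are not independent replicates, the log2 differences with scale normalization, which are not fold changes in signal, had a Pearson correlation of 0.626 and a Spearman correlation of 0.205 with the log2 fold changes of the paper, and 10 had the same sign. With no scaling the correlations were 0.971 and 0.869 and all 103 had the same sign. Both sets of values come from the same experiment, so this is not an independent check. For miR-199b*, one of the largest falls in the table and named after its values were seen, signal went from 536 ± 81.5 (SD, n = 2) in control to 43.4 ± 5.59 in knockdown cells, at -3.62 with no scaling (adjusted p = 5.54e-38 from limma), while with scale normalization it did not pass (0.298, adjusted p = 0.342 from limma).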

Table S1 **Agilent miRNA array data.** Table listing 159 miRNAs showing significant expression changes, out of 216 detected above threshold using Agilent miRNA microarrays, after knockdown of RBM3 in the B104 neuronal cell line.
(PDF)

Table S2 **Oligonucleotides used.** Table listing oligonucleotides used in Northern blot, *in situ* hybridization, RT-PCR, gel shift, processing, and pull-down assays, and siRNAs used to knockdown RBM3.
(PDF)

## References

[1] Filipowicz W, Jaskiewicz L, Kolb FA, Pillai RS (2005). Post-transcriptional gene silencing by siRNAs and miRNAs.. Curr Opin Struct Biol.

[2] Vasudevan S, Tong Y, Steitz JA (2007). Switching from repression to activation: microRNAs can up-regulate translation.. Science.

[3] Siomi H, Siomi MC (2010). Posttranscriptional regulation of microRNA biogenesis in animals.. Mol Cell.

[4] Houbaviy HB, Murray MF, Sharp PA (2003). Embryonic stem cell-specific MicroRNAs.. Dev Cell.

[5] Schratt GM, Tuebing F, Nigh EA, Kane CG, Sabatini ME (2006). A brain-specific microRNA regulates dendritic spine development.. Nature.

[6] Cheng HY, Papp JW, Varlamova O, Dziema H, Russell B (2007). microRNA modulation of circadian-clock period and entrainment.. Neuron.

[7] He L, Thomson JM, Hemann MT, Hernando-Monge E, Mu D (2005). A microRNA polycistron as a potential human oncogene.. Nature.

[8] Dews M, Homayouni A, Yu D, Murphy D, Sevignani C (2006). Augmentation of tumor angiogenesis by a Myc-activated microRNA cluster.. Nat Genet.

[9] Gao FB (2010). Context-dependent functions of specific microRNAs in neuronal development.. Neural Dev.

[10] O'Connell RM, Rao DS, Chaudhuri AA, Baltimore D (2010). Physiological and pathological roles for microRNAs in the immune system.. Nat Rev Immunol.

[11] Bartel DP (2004). MicroRNAs: genomics, biogenesis, mechanism, and function.. Cell.

[12] Liu J, Carmell MA, Rivas FV, Marsden CG, Thomson JM (2004). Argonaute2 is the catalytic engine of mammalian RNAi.. Science.

[13] Gregory RI, Chendrimada TP, Cooch N, Shiekhattar R (2005). Human RISC couples microRNA biogenesis and posttranscriptional gene silencing.. Cell.

[14] Kedde M, Strasser MJ, Boldajipour B, Oude Vrielink JA, Slanchev K (2007). RNA-binding protein Dnd1 inhibits microRNA access to target mRNA.. Cell.

[15] Viswanathan SR, Daley GQ, Gregory RI (2008). Selective blockade of microRNA processing by Lin28.. Science.

[16] Guil S, Caceres JF (2007). The multifunctional RNA-binding protein hnRNP A1 is required for processing of miR-18a.. Nat Struct Mol Biol.

[17] Trabucchi M, Briata P, Garcia-Mayoral M, Haase AD, Filipowicz W (2009). The RNA-binding protein KSRP promotes the biogenesis of a subset of microRNAs.. Nature.

[18] Michlewski G, Caceres JF (2010). Antagonistic role of hnRNP A1 and KSRP in the regulation of let-7a biogenesis.. Nat Struct Mol Biol.

[19] Rybak A, Fuchs H, Smirnova L, Brandt C, Pohl EE (2008). A feedback loop comprising lin-28 and let-7 controls pre-let-7 maturation during neural stem-cell commitment.. Nat Cell Biol.

[20] Danno S, Nishiyama H, Higashitsuji H, Yokoi H, Xue JH (1997). Increased transcript level of RBM3, a member of the glycine-rich RNA-binding protein family, in human cells in response to cold stress.. Biochem Biophys Res Commun.

[21] Williams DR, Epperson LE, Li W, Hughes MA, Taylor R (2005). Seasonally hibernating phenotype assessed through transcript screening.. Physiol Genomics.

[22] Dresios J, Aschrafi A, Owens GC, Vanderklish PW, Edelman GM (2005). Cold stress-induced protein Rbm3 binds 60S ribosomal subunits, alters microRNA levels, and enhances global protein synthesis.. Proc Natl Acad Sci U S A.

[23] Smart F, Aschrafi A, Atkins A, Owens GC, Pilotte J (2007). Two isoforms of the cold-inducible mRNA-binding protein RBM3 localize to dendrites and promote translation.. J Neurochem.

[24] Wellmann S, Buhrer C, Moderegger E, Zelmer A, Kirschner R (2004). Oxygen-regulated expression of the RNA-binding proteins RBM3 and CIRP by a HIF-1-independent mechanism.. J Cell Sci.

[25] Kita H, Carmichael J, Swartz J, Muro S, Wyttenbach A (2002). Modulation of polyglutamine-induced cell death by genes identified by expression profiling.. Hum Mol Genet.

[26] Sureban SM, Ramalingam S, Natarajan G, May R, Subramaniam D (2008). Translation regulatory factor RBM3 is a proto-oncogene that prevents mitotic catastrophe.. Oncogene.

[27] Pilotte J, Cunningham BA, Edelman GM, Vanderklish PW (2009). Developmentally regulated expression of the cold-inducible RNA-binding motif protein 3 in euthermic rat brain.. Brain Res.

[28] Shibata M, Nakao H, Kiyonari H, Abe T, Aizawa S (2011). MicroRNA-9 regulates neurogenesis in mouse telencephalon by targeting multiple transcription factors.. J Neurosci Res.

[29] Wulczyn FG, Smirnova L, Rybak A, Brandt C, Kwidzinski E (2007). Post-transcriptional regulation of the let-7 microRNA during neural cell specification.. FASEB J.

[30] Gao J, Wang WY, Mao YW, Graff J, Guan JS (2010). A novel pathway regulates memory and plasticity via SIRT1 and miR-134.. Nature.

[31] Kole AJ, Swahari V, Hammond SM, Deshmukh M (2011). miR-29b is activated during neuronal maturation and targets BH3-only genes to restrict apoptosis.. Genes Dev.

[32] Ruby JG, Jan CH, Bartel DP (2007). Intronic microRNA precursors that bypass Drosha processing.. Nature.

[33] Okamura K, Hagen JW, Duan H, Tyler DM, Lai EC (2007). The mirtron pathway generates microRNA-class regulatory RNAs in Drosophila.. Cell.

[34] Grishok A, Pasquinelli AE, Conte D, Li N, Parrish S (2001). Genes and mechanisms related to RNA interference regulate expression of the small temporal RNAs that control C. elegans developmental timing.. Cell.

[35] Politz JC, Hogan EM, Pederson T (2009). MicroRNAs with a nucleolar location.. RNA.

[36] Haase AD, Jaskiewicz L, Zhang H, Laine S, Sack R (2005). TRBP, a regulator of cellular PKR and HIV-1 virus expression, interacts with Dicer and functions in RNA silencing.. EMBO Rep.

[37] Forman JJ, Legesse-Miller A, Coller HA (2008). A search for conserved sequences in coding regions reveals that the let-7 microRNA targets Dicer within its coding sequence.. Proc Natl Acad Sci U S A.

[38] Johnson SM, Grosshans H, Shingara J, Byrom M, Jarvis R (2005). RAS is regulated by the let-7 microRNA family.. Cell.

[39] Heo I, Joo C, Kim YK, Ha M, Yoon MJ (2009). TUT4 in concert with Lin28 suppresses microRNA biogenesis through pre-microRNA uridylation.. Cell.

[40] Hagan JP, Piskounova E, Gregory RI (2009). Lin28 recruits the TUTase Zcchc11 to inhibit let-7 maturation in mouse embryonic stem cells.. Nat Struct Mol Biol.

[41] Lampe JW, Becker LB (2011). State of the art in therapeutic hypothermia.. Annu Rev Med.

[42] Dietrich WD (2009). Therapeutic hypothermia for spinal cord injury.. Crit Care Med.

[43] Dietrich WD, Atkins CM, Bramlett HM (2009). Protection in animal models of brain and spinal cord injury with mild to moderate hypothermia.. J Neurotrauma.

[44] Chip S, Zelmer A, Ogunshola OO, Felderhoff-Mueser U, Nitsch C (2011). The RNA-binding protein RBM3 is involved in hypothermia induced neuroprotection.. Neurobiol Dis.

[45] Ferry AL, Vanderklish PW, Dupont-Versteegden EE (2011). Enhanced survival of skeletal muscle myoblasts in response to overexpression of cold shock protein, RBM3.. American J Cell Phys.

[46] Zeng Y, Kulkarni P, Inoue T, Getzenberg RH (2009). Down-regulating cold shock protein genes impairs cancer cell survival and enhances chemosensitivity.. J Cell Biochem.

[47] Ehlēn O, Nodin B, Rexhepaj E, Bråndstedt J, Uhlen M (2011). RBM3-regulated genes promote DNA integrity and affect clinical outcome in epithelial ovarian cancer.. Translational Oncol.

[48] Schubert D, Heinemann S, Carlisle W, Tarikas H, Kimes B (1974). Clonal cell lines from the rat central nervous system.. Nature.

[49] Yang YH, Dudoit S, Luu P, Lin DM, Peng V (2002). Normalization for cDNA microarray data: a robust composite method addressing single and multiple slide systematic variation.. Nucleic Acids Res.

[50] Yang YH, Dudoit S, Luu P, Speed TP, Bittner MLYC, Dorsel AN, Dougherty ER (2001). Normalization for cDNA microarray data.. Microarrays: Optical Technologies and Informatics.

[51] Smyth GK, Speed TP, Carter D (2003). Normalization of cDNA microarray data.. METHODS: Selecting Candidate Genes from DNA Array Screens: Application to Neuroscience.

[52] Politz JC, Zhang F, Pederson T (2006). MicroRNA-206 colocalizes with ribosome-rich regions in both the nucleolus and cytoplasm of rat myogenic cells.. Proc Natl Acad Sci U S A.

[53] Leuschner PJ, Martinez J (2007). In vitro analysis of microRNA processing using recombinant Dicer and cytoplasmic extracts of HeLa cells.. Methods.

# Supplementary material for: Widespread Regulation of miRNA Biogenesis at the Dicer Step by the Cold-Inducible RNA-Binding Protein, RBM3
**Source:** PLoS One. 2011 Dec 1;6(12):e28446. doi: 10.1371/journal.pone.0028446
**Supplement:** Table S1 — Agilent miRNA array data. Table listing 159 miRNAs showing significant expression changes, out of 216 detected above threshold using Agilent miRNA microarrays, after knockdown of RBM3 in the B104 neuronal cell line.

Supplementary Table S1: Agilent miRNA Array Data

miRNAs significantly changed after knockdown of RBM3 in the B104 cell line (FC = Fold Change)						
miRNA ID	log FC	FC	abs(FC)	Ave Expr	P Value	Adj.P Value
mmu-miR-125b-5p	-2.614	0.163	6.121	10.808	5.32E-05	0.00192
mmu-miR-199b*	-2.489	0.178	5.614	7.539	9.14E-05	0.00277
mmu-miR-199b	-2.335	0.198	5.045	7.566	2.16E-04	0.00400
mmu-miR-125a-5p	-2.307	0.202	4.949	7.407	3.39E-05	0.00169
mmu-miR-93	-2.046	0.242	4.129	8.753	1.18E-04	0.00335
mmu-miR-374	-1.952	0.258	3.869	7.072	2.08E-04	0.00400
mmu-miR-152	-1.936	0.261	3.825	7.612	3.82E-04	0.00580
mmu-miR-338-3p	-1.897	0.268	3.725	8.621	4.10E-04	0.00606
mmu-miR-15b	-1.863	0.275	3.637	8.948	6.40E-04	0.00665
mmu-miR-16	-1.841	0.279	3.582	9.888	6.38E-04	0.00665
mmu-miR-10a	-1.827	0.282	3.547	7.443	4.49E-04	0.00632
mmu-miR-103	-1.821	0.283	3.534	8.478	4.71E-04	0.00647
mmu-miR-130a	-1.814	0.284	3.515	9.307	7.47E-04	0.00684
mmu-let-7i	-1.780	0.291	3.434	10.353	1.15E-03	0.00803
mmu-let-7c	-1.768	0.294	3.406	11.017	5.94E-04	0.00665
mmu-miR-455	-1.752	0.297	3.369	7.518	7.27E-05	0.00233
mmu-miR-9	-1.717	0.304	3.288	7.842	7.12E-04	0.00671
mmu-miR-29c	-1.714	0.305	3.280	8.918	8.45E-04	0.00684
mmu-miR-7a	-1.712	0.305	3.276	6.343	5.16E-04	0.00649
mmu-miR-29b	-1.702	0.307	3.253	10.590	1.23E-03	0.00826
mmu-miR-10b	-1.689	0.310	3.224	6.625	6.07E-04	0.00665
mmu-miR-99b	-1.685	0.311	3.216	7.210	2.22E-04	0.00400
mmu-let-7b	-1.671	0.314	3.184	10.794	1.03E-03	0.00732
mmu-miR-24	-1.670	0.314	3.183	11.130	5.14E-04	0.00649
mmu-miR-18a	-1.665	0.315	3.170	7.164	7.65E-04	0.00684
mmu-miR-25	-1.655	0.317	3.150	8.936	1.65E-03	0.01021
mmu-let-7a	-1.644	0.320	3.125	10.940	1.89E-03	0.01125
mmu-miR-30b	-1.642	0.321	3.120	7.713	6.75E-04	0.00671
mmu-miR-107	-1.640	0.321	3.117	8.069	9.34E-04	0.00719
mmu-miR-106b	-1.630	0.323	3.095	8.907	8.06E-04	0.00684
mmu-miR-455*	-1.628	0.324	3.090	6.221	5.69E-04	0.00665
mmu-miR-106a	-1.619	0.325	3.072	7.603	3.43E-04	0.00550
mmu-miR-17	-1.605	0.329	3.042	7.718	3.73E-04	0.00580
mmu-miR-27b	-1.601	0.330	3.034	8.993	5.28E-04	0.00649
mmu-miR-26a	-1.601	0.330	3.034	10.082	7.18E-04	0.00671
mmu-let-7g	-1.578	0.335	2.986	9.095	2.31E-03	0.01160
mmu-miR-19b	-1.564	0.338	2.956	9.755	1.61E-03	0.01008
mmu-miR-30a	-1.562	0.339	2.953	7.735	1.48E-03	0.00949
mmu-let-7d	-1.560	0.339	2.949	9.765	1.97E-03	0.01133
mmu-miR-193	-1.557	0.340	2.943	7.553	6.92E-04	0.00671
mmu-miR-26b	-1.544	0.343	2.916	7.861	8.54E-04	0.00684
mmu-let-7f	-1.531	0.346	2.890	10.784	2.25E-03	0.01147
mmu-miR-20a	-1.518	0.349	2.863	9.501	2.07E-03	0.01133
mmu-miR-20b	-1.505	0.352	2.837	8.979	2.50E-03	0.01211
mmu-miR-324-5p	-1.494	0.355	2.817	6.772	1.23E-03	0.00826
mmu-miR-19a	-1.490	0.356	2.810	7.770	2.17E-03	0.01133
mmu-miR-363	-1.484	0.357	2.798	7.779	2.56E-03	0.01231
mmu-miR-652	-1.476	0.360	2.781	6.118	5.22E-04	0.00649

mmu-miR-92a	-1.455	0.365	2.741	8.159	2.59E-04	0.00439
mmu-let-7e	-1.436	0.370	2.706	8.275	2.16E-03	0.01133
mmu-miR-210	-1.435	0.370	2.705	8.419	4.79E-03	0.01853
mmu-miR-361	-1.434	0.370	2.702	6.150	2.15E-03	0.01133
mmu-miR-298	-1.426	0.372	2.686	6.278	4.91E-05	0.00192
mmu-miR-301a	-1.421	0.373	2.677	7.716	3.85E-03	0.01609
mmu-miR-196a	-1.415	0.375	2.666	6.743	1.50E-03	0.00949
mmu-miR-532-3p	-1.409	0.376	2.656	5.630	4.20E-04	0.00606
mmu-miR-362-5p	-1.389	0.382	2.620	6.302	7.82E-04	0.00684
mmu-miR-193b	-1.388	0.382	2.617	5.612	9.14E-04	0.00713
mmu-miR-100	-1.387	0.382	2.615	6.467	1.94E-03	0.01133
mmu-miR-15a	-1.383	0.383	2.609	8.478	1.44E-03	0.00947
mmu-miR-30c	-1.363	0.389	2.573	7.233	7.95E-04	0.00684
mmu-miR-33	-1.363	0.389	2.571	5.996	3.52E-05	0.00169
mmu-miR-29a	-1.351	0.392	2.551	11.093	5.24E-03	0.01976
mmu-miR-27a	-1.341	0.395	2.534	10.609	4.43E-03	0.01741
mmu-miR-98	-1.340	0.395	2.532	7.433	3.36E-03	0.01456
mmu-miR-350	-1.330	0.398	2.515	6.342	2.10E-03	0.01133
mmu-miR-9*	-1.329	0.398	2.513	6.734	2.19E-03	0.01133
mmu-miR-34a	-1.315	0.402	2.487	8.847	4.38E-03	0.01741
mmu-miR-101a	-1.300	0.406	2.463	6.049	6.98E-04	0.00671
mmu-miR-24-2*	-1.287	0.410	2.440	6.389	6.46E-04	0.00665
mmu-miR-149	-1.285	0.410	2.437	7.638	6.00E-04	0.00665
mmu-miR-362-3p	-1.283	0.411	2.434	7.273	3.15E-03	0.01383
mmu-miR-34c	-1.283	0.411	2.434	7.907	4.44E-03	0.01741
mmu-miR-23b	-1.265	0.416	2.403	9.520	1.34E-03	0.00886
mmu-miR-221	-1.257	0.418	2.390	8.425	3.78E-03	0.01593
mmu-miR-365	-1.250	0.420	2.378	7.867	3.59E-03	0.01525
mmu-miR-345-5p	-1.248	0.421	2.375	6.235	6.20E-04	0.00665
mmu-miR-34b-5p	-1.245	0.422	2.371	8.139	5.17E-03	0.01962
mmu-miR-425	-1.236	0.424	2.356	6.211	2.20E-03	0.01133
mmu-miR-30e	-1.227	0.427	2.340	7.129	2.42E-03	0.01189
mmu-miR-340-5p	-1.220	0.429	2.329	6.011	1.04E-03	0.00732
mmu-miR-21	-1.199	0.436	2.295	12.929	1.24E-02	0.03782
mmu-miR-31	-1.190	0.438	2.282	7.702	1.05E-02	0.03298
mmu-miR-151-5p	-1.185	0.440	2.273	6.595	6.88E-03	0.02405
mmu-miR-140	-1.182	0.441	2.269	6.259	2.18E-03	0.01133
mmu-miR-101b	-1.175	0.443	2.258	6.220	2.64E-03	0.01259
mmu-miR-497	-1.160	0.447	2.235	5.859	3.60E-03	0.01525
mmu-miR-204	-1.143	0.453	2.209	7.243	3.97E-03	0.01649
mmu-miR-128	-1.139	0.454	2.202	6.748	7.20E-03	0.02459
mmu-miR-30d	-1.137	0.455	2.199	7.098	5.48E-04	0.00659
mmu-miR-674*	-1.120	0.460	2.174	5.578	3.15E-03	0.01383
mmu-miR-342-3p	-1.102	0.466	2.146	6.173	2.11E-03	0.01133
mmu-miR-148a	-1.100	0.466	2.144	5.491	2.96E-03	0.01355
mmu-miR-331-3p	-1.095	0.468	2.136	5.990	1.66E-03	0.01021
mmu-miR-132	-1.057	0.481	2.081	4.870	1.94E-03	0.01133
mmu-miR-22	-1.040	0.486	2.056	9.856	7.50E-03	0.02501
mmu-miR-23a	-1.039	0.487	2.055	11.413	9.59E-03	0.03059
mmu-miR-148b	-1.013	0.496	2.018	6.230	2.31E-03	0.01160
mmu-miR-195	-1.011	0.496	2.015	5.821	4.32E-03	0.01741

mmu-miR-378	-0.990	0.504	1.985	7.654	2.06E-03	0.01133
mmu-miR-146a	-0.974	0.509	1.964	7.137	5.36E-03	0.02007
mmu-miR-181d	-0.967	0.512	1.955	6.250	2.78E-03	0.01302
mmu-miR-744	-0.962	0.513	1.948	5.111	2.35E-04	0.00411
mmu-miR-99a	-0.954	0.516	1.937	5.167	3.16E-03	0.01383
mmu-miR-423-5p	-0.947	0.519	1.927	5.864	4.98E-03	0.01904
mmu-miR-185	-0.919	0.529	1.891	5.294	2.04E-03	0.01133
mmu-miR-872	-0.907	0.533	1.875	5.748	5.94E-03	0.02169
mmu-miR-335-5p	-0.902	0.535	1.869	5.857	1.47E-02	0.04357
mmu-miR-31*	-0.891	0.539	1.854	5.912	9.73E-03	0.03068
mmu-miR-325	-0.869	0.548	1.826	4.543	8.11E-04	0.00684
mmu-miR-324-3p	-0.868	0.548	1.825	4.959	9.78E-04	0.00732
mmu-miR-219	-0.867	0.548	1.823	5.730	7.60E-03	0.02516
mmu-miR-196b	-0.857	0.552	1.811	5.837	2.92E-03	0.01346
mmu-miR-326	-0.838	0.560	1.787	4.408	8.89E-04	0.00703
mmu-miR-106b*	-0.828	0.563	1.775	4.723	1.86E-04	0.00400
mmu-miR-140*	-0.824	0.565	1.770	7.098	1.54E-02	0.04451
mmu-miR-296-5p	-0.820	0.566	1.766	7.419	2.80E-03	0.01302
mmu-miR-181c	-0.812	0.570	1.755	5.608	7.40E-03	0.02482
mmu-miR-34c*	-0.806	0.572	1.749	4.659	1.41E-02	0.04207
mmu-miR-532-5p	-0.756	0.592	1.689	5.333	9.61E-04	0.00730
mmu-miR-7a*	-0.689	0.620	1.612	4.751	5.79E-03	0.02128
mmu-miR-218	-0.684	0.623	1.606	5.313	7.63E-03	0.02516
mmu-miR-34b-3p	-0.680	0.624	1.602	5.112	4.28E-03	0.01741
mmu-miR-18b	-0.662	0.632	1.583	4.920	4.39E-03	0.01741
mmu-miR-22*	-0.619	0.651	1.535	5.470	7.31E-03	0.02467
mmu-miR-24-1*	-0.617	0.652	1.534	4.698	2.71E-03	0.01280
mmu-miR-339-5p	-0.601	0.659	1.517	3.606	1.53E-02	0.04451
mmu-miR-186	-0.598	0.661	1.513	5.738	1.07E-02	0.03332
mmu-miR-320	-0.589	0.665	1.504	6.269	6.71E-03	0.02359
mmu-miR-197	0.587	1.502	1.502	4.217	6.00E-03	0.02177
mmu-miR-487b	0.600	1.516	1.516	6.708	7.02E-03	0.02424
mmu-miR-705	0.601	1.516	1.516	5.847	9.98E-04	0.00732
mmu-miR-762	0.618	1.534	1.534	4.122	3.16E-03	0.01383
mmu-miR-467c	0.662	1.582	1.582	4.920	2.21E-04	0.00400
mmu-miR-714	0.665	1.585	1.585	3.786	3.08E-03	0.01383
mmu-miR-328	0.672	1.593	1.593	3.967	2.43E-03	0.01189
mmu-miR-709	0.674	1.596	1.596	9.721	1.24E-02	0.03782
mmu-miR-290-5p	0.686	1.609	1.609	5.548	1.94E-04	0.00400
mmu-miR-669b	0.703	1.628	1.628	4.778	8.47E-04	0.00684
mmu-miR-297a	0.742	1.673	1.673	5.006	3.02E-04	0.00498
mmu-miR-134	0.763	1.697	1.697	5.152	1.32E-04	0.00346
mmu-miR-711	0.778	1.715	1.715	4.863	1.22E-04	0.00335
mmu-miR-877*	0.798	1.738	1.738	5.251	4.74E-03	0.01847
mmu-miR-680	0.877	1.837	1.837	5.495	1.49E-05	0.00169
mmu-miR-294	0.904	1.871	1.871	5.131	1.94E-04	0.00400
mmu-miR-877	0.908	1.876	1.876	5.491	2.73E-05	0.00169
mmu-miR-710	0.930	1.905	1.905	5.027	5.01E-05	0.00192
mmu-miR-207	1.054	2.076	2.076	4.413	1.53E-04	0.00376
mmu-miR-466h	1.086	2.123	2.123	5.069	1.57E-04	0.00376
mmu-miR-483	1.096	2.138	2.138	7.026	4.49E-05	0.00192

mmu-miR-135a*	1.104	2.150	2.150	6.113	3.37E-05	0.00169
mmu-miR-125a-3p	1.122	2.177	2.177	6.670	8.79E-06	0.00169
mmu-miR-671-5p	1.187	2.277	2.277	6.772	1.58E-05	0.00169
mmu-miR-672	1.231	2.347	2.347	5.302	1.63E-04	0.00376
mmu-miR-669a	1.302	2.465	2.465	5.422	3.05E-05	0.00169
mmu-miR-1224	1.514	2.855	2.855	11.719	2.36E-05	0.00169
mmu-miR-466c-5p	1.518	2.865	2.865	5.550	6.26E-06	0.00169
mmu-miR-468	1.618	3.068	3.068	5.474	1.89E-05	0.00169
mmu-miR-669c	1.712	3.277	3.277	6.035	1.15E-05	0.00169
mmu-miR-574-5p	2.272	4.830	4.830	7.052	5.73E-05	0.00195

# Supplementary material for: Widespread Regulation of miRNA Biogenesis at the Dicer Step by the Cold-Inducible RNA-Binding Protein, RBM3
**Source:** PLoS One. 2011 Dec 1;6(12):e28446. doi: 10.1371/journal.pone.0028446
**Supplement:** Table S2 — Oligonucleotides used. Table listing oligonucleotides used in Northern blot, in situ hybridization, RT-PCR, gel shift, processing, and pull-down assays, and siRNAs used to knockdown RBM3.

Supplementary Table II: Oligonucleotides Used

Northern probes	
5S	5'-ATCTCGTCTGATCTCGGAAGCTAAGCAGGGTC<br>GGGCCTGCCTGTCTC-3'
Let-7a	5'-TGAGGTAGTAGTGTGTATAGTTCCTGTCTC-3'
Let-7g	5'-TGAGGTAGTAGTTTGTACAGTTCCTGTCTC-3'
Let-7i	5'-TGAGGTAGTAGTTTGTGCTGTTCCTGTCTC-3'
Mir-9	5'-TCTTTGGTTATCTAGCTGTATGACTGTCTC-3'
Mir-16	5'-TAGCAGCACGTAAATATTGGCGCCTGTCTC-3'
Mir-18a	5'-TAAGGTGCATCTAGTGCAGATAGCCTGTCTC-3'
Mir-24	5'-TGGCTCAGTTCAGCAGGAACAGCCTGTCTC-3'
Mir-30a	5'-TGTA AACATCCTCGACTGGAAGCTGTCTC-3'
Mir-30b	5'-TGTA AACATCCTACACTCAGCTCTGTCTC-3'
Mir-93	5'-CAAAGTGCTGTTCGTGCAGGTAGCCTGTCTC-3'
Mir-132	5'-TAACAGTCTACAGCCATGGTCGCCTGTCTC-3'
Mir-125a5p	5'-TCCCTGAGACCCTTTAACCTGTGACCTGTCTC-3'
Mir-1224	5'-GTGAGGACTGGGGAGGTGGAGCCTGTCTC-3'
pre-miR-125a	5'-GGC TCC CAA GAA CCT CAC CTG TGA CCC TGG<br>ACG TCC TCA CAG GTT AAA GGG TCTCAG GGA-3'

ISH LNA probes	
Mmu-pre-let-7g	5'-AACTGTACAAACTACTACCTCA-3'
Mmu-let-7g	5'-CTGTACCGGGTGGTATCATAGA-3'

RT-PCR primers	
Pre-let-7g forward	5'-GTAGTAGTTTGTACAGTTTGAGGGT-3'
Pre-let-7g reverse	5'-GGCAGTGGCCTGTACAGT-3'
Pre-mir-16 forward	5'-GCAGCACGTAAATATTGGCGT-3'
Pre-mir-16 reverse	5'-AAGCAGCACAATAATATTGGTGT-3'
β -tubulin forward	5'-TGTCTACTACAATGAGGCCTCC-3'

β -tubulin reverse	5'-CTCACTATAGGGCTGACCGAAGATAAAGT<br>TGTCAG-3'

Gel Shift / Processing / Biotin probes	
Pre-let-7g	5'-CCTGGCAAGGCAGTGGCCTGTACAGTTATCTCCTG<br>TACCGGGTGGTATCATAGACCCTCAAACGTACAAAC<br>TACTACCTCAGCCTGGCCTGTCTC-3'
Pre-mir-16	5'-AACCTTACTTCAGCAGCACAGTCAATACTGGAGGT<br>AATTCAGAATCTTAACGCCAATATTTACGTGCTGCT<br>AAGGCACCGCTCTGTCTC-3'

RBM3 siRNA	
siRBM3 sense	5'-CCUUCACAAACCCAGAGCATT-3'
siRBM3 antisense	5'-UGCUCUGGGUUUGUGAAGGTG-3'

How the deposited data were processed for this re-analysis (not part of the article)

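Mouse miRNA arrays of B104 cells were analysed, 2 of mock-transfected controls and 2 after RBM3 siRNA at 20 nM for 48 h. The paper cites the line with a reference on cell lines of the rat central nervous system, while the labels give mouse; miRNA names are those of the mouse array design. All 4 arrays were on 1 slide. The paper's Fig. 1A draws a further knockdown column, and no array beyond these 4 was used here.

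The authors scanned the arrays and extracted intensity values with Feature Extraction 10.1.1.1. Per spot the files hold background-subtracted intensity, which can be negative, and per miRNA a total signal with a detection flag. The deposited value table holds that total signal plus 20, in intensity units on a linear scale, equal to it within 1e-12, with array medians of 23.5, 24.2, 22.2 and 22.2, so scale normalization as described in the methods is not in the deposited values. No spot was saturated.

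The methods of the paper name scale normalization to one median absolute deviation, a filter on detection that left 216 miRNAs, and a paired fit in limma. The analysis here departs from them in part: limma's scale normalization equalizes the median absolute log2 value without centring, the floor of 0.5 was chosen here, and the filter required detection on every array, which left 130 miRNAs, while 216 names were detected on at least 1 array. Design, lists of miRNAs, the rule for naming miRNAs and the alternatives were fixed beforehand, but with Table S1 already read. Total signals of the 567 mouse miRNAs below 0.5 were set to 0.5 and log2 values were scale-normalized with limma 3.58.1 in R 4.3.3. The 130 miRNAs detected on every array were fitted with lmFit and eBayes, with the replicate number as a block, and adjusted by Benjamini-Hochberg at 0.05. The block leaves 1 residual degree of freedom. The pairing rests on the methods, which allow for paired samples; same-numbered arrays did not deviate together (correlation across miRNAs -0.219 with scale normalization and -0.516 with no scaling). Named miRNAs were those the paper names, the 5 largest rises and up to 5 largest falls past the test in both pairs, the muscle list and both arms of each hairpin where both passed the filter; names chosen after their values were seen are marked so.

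The scale normalization, fixed in this form beforehand, proved to turn the direction of most changes. On an array 37.2% to 43.6% of the mouse miRNAs lay at the floor. Scale normalization over the detected miRNAs alone gave 42 lower and 56 higher, against 112 and 10 with no scaling. That version equalizes the medians of the detected miRNAs by construction. Its median change was 0.0833, against 2.27 with scale normalization over all mouse miRNAs. It therefore removes the fall without raising most miRNAs, and the share of the floor in the turn was not tested apart. The scale normalization was kept as fixed, and results with no scaling, an alternative fixed at the same time, stand beside it. A version of the scaling on log2 of the signal plus 20 was fitted only after the knockdown contrast had been seen under most of the other scalings and beside Table S1, and is given only as an added alternative.

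The other alternatives were other scalings, the processed signal per probe, normexp background correction with an offset of 50 on median signals, since mean signals were not among the columns, the deposited values, other detection filters, a 1.5-fold minimum, fits without the block, other variance models and each array left out. Lists of at least 3 detected members were tested with camera. The spread between replicates was compared by a permutation test with 100000 resamples. The scripts were tested on simulated data with 130 miRNAs and a replicate SD of 0.134: of 30 miRNAs changed by 1 on the log2 scale 30 were recovered, of 30 changed by 0.5 19 were recovered, and of 70 unchanged ones 1 was called. The simulated arrays were centred, not scale-normalized, and less variable than the fits reported, whose standard errors were 0.312 with scale normalization and 0.189 with no scaling, so these rates do not describe those fits. The small number of arrays limits the precision. No coordinates are given, since the gene table at hand is of another assembly than the array's annotation.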

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

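All tests of explanations in this part, and the limits by which they were judged, were chosen after the result had been seen.

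The 4 miRNAs of the muscle list, miR-1, miR-133a, miR-133b and miR-206, which the paper does not discuss, were detected on every array, with control mean signals from 801 to 5329. They gave less signal in knockdown cells, with a median log2 fold change of -1.33 with no scaling, against -2.20 for all detected miRNAs, and were higher with scale normalization, at a median of 4.64. No member of the liver, blood, endothelium and epithelium lists was detected on any array. A candidate explanation is a constant amount of muscle RNA on every array. With arrays centred on the positive control probes, the median change of the 4 was -0.277 (standard error 0.16 per miRNA). The changes ran from 0.089 for miR-1 to -0.405 for miR-133b, which passed as lower (adjusted p = 0.0142 from limma). That standard error leaves out the spread of the control probes, whose own changes ran from -0.521 to -1.57. Small changes were also seen outside the list, with -0.0026 for miR-222 and 0.0786 for miR-322. The centring rests on what the control probes report, which is not stated with the data. Muscle RNA and expression by the cells themselves therefore cannot be told apart. Within the pairs miR-133a and miR-133b, and miR-1 and miR-206, near-identical sequences can share signal.

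The viral miRNA mghv-miR-M1-2 was detected on all 4 arrays, with a mean signal of 39.4 in control and 44.8 in knockdown cells, and stood out because the paper does not report on it.

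The lower unscaled signal of most miRNAs on the knockdown arrays has technical and biological explanations. One lower brightness of both knockdown arrays as the whole cause is argued against by 15 miRNAs whose knockdown signals both lay above both control signals. As a part of it, less RNA, labelling or hybridisation on the knockdown arrays remains open: the 6 positive control probes changed by a median of -1.06 on the log2 scale, with a median gap of 0.107 between replicates. Lower miRNA levels after RBM3 knockdown may account for the rest, since 98 miRNAs were lower and 21 higher with arrays centred on those probes. The paper's Northern blots, normalized to a loading RNA, do not depend on the brightness of the arrays. By its account they showed less miR-16 and let-7g and more miR-1224 after knockdown, and consistently bore out falls seen on its arrays. A fall of the blotted miRNAs therefore has evidence outside the arrays. No probe of known, constant input was available here, so the part of each cause in the lower array signal cannot be told apart. The controls were mock-transfected and no array had another siRNA. Loss of RBM3 and the siRNA itself therefore cannot be told apart on these arrays either. On the paper's Northern blot, scrambled siRNA left let-7g slightly elevated.

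The arms of the miR-125a hairpin changed in opposite directions with no scaling, from 417 to 40.5 in mean signal for miR-125a-5p and from 62.4 to 136.15 for miR-125a-3p. One change of the hairpin's output carried by both arms is argued against by the difference between the changes of the arms, 4.49 on the log2 scale with a replicate SD of 0.239. This ratio within an array does not change with any centring, but with scale normalization both arms had a positive sign, 0.43 and 4.82. What the probe for miR-125a-3p measures was not tested further.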

How the results depend on the processing

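The scale normalization over log2 of signal plus 20, the crossed pairing and the combination of the deposited values with the 1.5-fold minimum were chosen after the data had been seen. The first of them was fitted only after the knockdown contrast had been looked at under most of the other scalings and beside Table S1, and for that reason it was not put in place of the scale normalization named in advance. Every count below is of miRNAs past limma's adjusted p of 0.05. Scale normalization over all mouse miRNAs with the floor of 0.5 gave 2 lower and 118 higher of 130. The counts were 20 lower and 44 higher with each array centred on its 75th percentile over the detected miRNAs, 97 lower and 22 higher with the 75th percentile taken over all mouse miRNAs, 42 lower and 56 higher with scale normalization over the detected miRNAs alone, 41 lower and 49 higher with each array centred on its median and scaled to one median absolute deviation, 56 lower and 31 higher with quantile normalization, 112 lower and 10 higher with no scaling, 98 lower and 21 higher with arrays centred on the positive control probes, 56 lower and 43 higher with the processed signal per probe, 58 lower and 30 higher with normexp background correction and quantile normalization, 112 lower and 11 higher with the deposited value table, 111 lower and 14 higher with scale normalization of log2 of the signal plus 20. The processed signal per probe was also centred, on the 75th percentile of the detected probes of each array. Settings that align the arrays on the detected miRNAs remove their median change by construction, so they cannot show whether most fell. Each factor of the scale normalization is set by the median absolute log2 value over all mouse miRNAs. This was 1.815 and 2.084 on the control arrays and 1.102 and 1.134 on the knockdown arrays. Multiplying by the factors raised all log2 values of the brighter miRNAs on the knockdown arrays. Between 37.2% and 43.6% of mouse miRNAs lay at the floor on an array and entered that median. Scale normalization over the detected miRNAs alone gave 56 higher, against 10 with no scaling. It equalizes the medians of those miRNAs by construction, with a median change of 0.0833 against 2.27 over all mouse miRNAs. What part the floor had in the turn therefore cannot be read from it. With scale normalization over all mouse miRNAs, the median gap between replicates over the 130 miRNAs was 0.761 on the log2 scale for control and 0.311 for knockdown. With no scaling it was 0.176 and 0.0679. With the scale normalization kept, detection on at least 1 array gave 19 lower and 131 higher of 214, detection on both arrays of at least 1 group 16 lower and 130 higher of 192, and no detection filter 26 lower and 157 higher of 567. The 1.5-fold minimum left the counts at 2 and 118. No replicate block gave 1 lower and 110 higher, a variance trend 1 lower and 121 higher, and robust variance 1 lower and 113 higher. The replicate block as a random effect could not be fitted, since no correlation could be estimated from 2 pairs. Same-numbered arrays deviated in opposite directions (correlation across miRNAs, which are not independent replicates, -0.219 with scale normalization and -0.516 with no scaling), and pairing them crosswise, run only with scale normalization, gave 1 lower and 101 higher. The deposited values with detection on at least 1 array and the 1.5-fold minimum gave 158 lower and 23 higher of 214. All 4 arrays lay on 1 slide, so no slide block was run. Without each array in turn, with no replicate block, 0 to 2 of 130 to 135 were lower, at least 96 were higher and 3 to 37 did not pass, and the lone array of a group was assumed to vary like the others. The cause of the differences between the remaining settings was not tested. Detection on at least 1 array raised the number of miRNAs kept from 130 to 214, and detection on both arrays of at least 1 group to 192.

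The number of lists past camera with its preset correlation was 0 with scale normalization, 1 with the 75th percentile over detected miRNAs and with the 75th percentile over all miRNAs and with no scaling and with the positive control probes and with the deposited value table and with detection on at least 1 array and with scale normalization over log2 of signal plus 20, 8 with no detection filter, 3 with the deposited values, detection on at least 1 array and the 1.5-fold minimum. With an estimated correlation, run only for scale normalization and for no scaling, no list passed, and 1 residual degree of freedom leaves that estimate without information. Pearson's r across miRNAs against Table S1 was 0.626 with scale normalization and moved to 0.971 with the 75th percentile over detected miRNAs, 0.971 with the 75th percentile over all miRNAs, 0.827 with scale normalization over detected miRNAs, 0.887 with median and MAD over detected miRNAs, 0.912 with quantile normalization, 0.971 with no scaling, 0.971 with the positive control probes, 0.971 with the processed signal per probe, 0.939 with normexp and quantile normalization, 0.994 with the deposited value table, 0.49 with detection on at least 1 array, 0.422 with no detection filter, 0.997 with scale normalization over log2 of signal plus 20, 0.996 with the deposited values, detection on at least 1 array and the 1.5-fold minimum. The gap between replicates of raised miRNAs minus that of reduced ones was -0.115 on the log2 scale with scale normalization, set in part by its unequal factors on the control arrays, and became 0.0472 with the 75th percentile over detected miRNAs (permutation p = 0.0901), 0.045 with the 75th percentile over all miRNAs (permutation p = 0.0521), 0.0989 with scale normalization over detected miRNAs (permutation p = 0.00326), 0.116 with median and MAD over detected miRNAs (permutation p = 0.00015), 0.0299 with quantile normalization (permutation p = 0.387), -0.0219 with no scaling (permutation p = 0.361), 0.106 with the positive control probes (permutation p = 0.00443), 0.142 with the processed signal per probe (permutation p = 0.00054), 0.0307 with normexp and quantile normalization (permutation p = 0.0804), -0.0114 with the deposited value table (permutation p = 0.572), 0.0326 with scale normalization over log2 of signal plus 20 (permutation p = 0.0656).

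With each array centred on its 75th percentile over the detected miRNAs, the opposite sign was found for 30 of the 48 named miRNAs, with a log2 difference of -0.24 for let-7a, -0.22 for let-7b, -0.31 for let-7c, -0.14 for let-7d, -0.0414 for let-7e, -0.11 for let-7f, -0.21 for let-7g, -0.40 for let-7i, -0.0285 for miR-98, -0.42 for miR-9, -0.30 for miR-29b, -0.41 for miR-16, -0.16 for miR-24, -0.25 for miR-30a, -0.32 for miR-30b, -0.60 for miR-93, -1.17 for miR-125a-5p, -0.15 for miR-17, -0.50 for miR-18a, -0.20 for miR-19a, -0.098 for miR-20a, -0.14 for miR-19b, -0.0652 for miR-140, -1.25 for miR-199b, -0.45 for miR-99b, -1.42 for miR-199b*, 0.57 for miR-322*, -0.48 for miR-362-5p, -0.21 for miR-9*, -1.21 for miR-125b-5p. With the 75th percentile taken over all mouse miRNAs, the opposite sign was found for 36 of the 48 named miRNAs, with a log2 difference of -1.37 for let-7a, -1.34 for let-7b, -1.44 for let-7c, -1.26 for let-7d, -1.16 for let-7e, -1.23 for let-7f, -1.33 for let-7g, -1.52 for let-7i, -1.15 for miR-98, -1.54 for miR-9, -1.42 for miR-29b, -1.53 for miR-16, -1.28 for miR-24, -1.38 for miR-30a, -1.44 for miR-30b, -1.72 for miR-93, -2.29 for miR-125a-5p, -1.27 for miR-17, -1.62 for miR-18a, -1.32 for miR-19a, -1.22 for miR-20a, -1.26 for miR-19b, -1.08 for miR-92a, -0.23 for miR-133a, -0.38 for miR-133b, -0.27 for miR-206, -1.19 for miR-140, -2.38 for miR-199b, -1 for miR-21, -1.10 for miR-362-3p, -1.57 for miR-99b, -0.50 for miR-140*, -2.55 for miR-199b*, -1.60 for miR-362-5p, -1.33 for miR-9*, -2.34 for miR-125b-5p. With scale normalization over the detected miRNAs alone, the opposite sign was found for 17 of the 48 named miRNAs, with a log2 difference of -0.21 for miR-98, -0.51 for miR-9, -0.36 for miR-30a, -0.45 for miR-30b, -0.42 for miR-93, -1.45 for miR-125a-5p, -0.27 for miR-17, -0.81 for miR-18a, -0.29 for miR-19a, -0.66 for miR-140, -1.45 for miR-199b, -0.23 for miR-362-3p, -0.75 for miR-99b, -1.64 for miR-199b*, -1.11 for miR-362-5p, -0.65 for miR-9*, -0.48 for miR-125b-5p. With each array centred on its median and scaled to one median absolute deviation, the opposite sign was found for 20 of the 48 named miRNAs, with a log2 difference of -0.0255 for let-7e, -0.0299 for let-7g, -0.19 for miR-98, -0.51 for miR-9, -0.08 for miR-16, -0.36 for miR-30a, -0.44 for miR-30b, -0.51 for miR-93, -1.39 for miR-125a-5p, -0.27 for miR-17, -0.75 for miR-18a, -0.29 for miR-19a, -0.51 for miR-140, -1.42 for miR-199b, -0.18 for miR-362-3p, -0.69 for miR-99b, -1.60 for miR-199b*, -0.94 for miR-362-5p, -0.54 for miR-9*, -0.74 for miR-125b-5p. With quantile normalization, the opposite sign was found for 33 of the 48 named miRNAs, with a log2 difference of -0.23 for let-7a, -0.25 for let-7b, -0.64 for let-7c, -0.42 for let-7d, -0.38 for let-7e, -0.11 for let-7f, -0.46 for let-7g, -0.47 for let-7i, -0.27 for miR-98, -0.74 for miR-9, -0.38 for miR-29b, -0.70 for miR-16, -0.41 for miR-24, -0.42 for miR-30a, -0.55 for miR-30b, -0.76 for miR-93, -1.60 for miR-125a-5p, -0.32 for miR-17, -1.01 for miR-18a, -0.37 for miR-19a, -0.46 for miR-20a, -0.49 for miR-19b, -0.24 for miR-92a, -0.25 for miR-206, -0.69 for miR-140, -1.73 for miR-199b, -1.11 for miR-21, -0.34 for miR-362-3p, -0.93 for miR-99b, -1.97 for miR-199b*, -1.42 for miR-362-5p, -0.81 for miR-9*, -2.17 for miR-125b-5p. With no scaling, the opposite sign was found for 41 of the 48 named miRNAs, with a log2 difference of -2.44 for let-7a, -2.42 for let-7b, -2.51 for let-7c, -2.34 for let-7d, -2.24 for let-7e, -2.31 for let-7f, -2.41 for let-7g, -2.60 for let-7i, -2.23 for miR-98, -2.62 for miR-9, -2.50 for miR-29b, -2.61 for miR-16, -2.36 for miR-24, -2.45 for miR-30a, -2.52 for miR-30b, -2.80 for miR-93, -3.37 for miR-125a-5p, -2.35 for miR-17, -2.70 for miR-18a, -2.39 for miR-19a, -2.30 for miR-20a, -2.33 for miR-19b, -2.16 for miR-92a, -0.21 for miR-720, -0.21 for miR-494, -0.96 for miR-1, -1.31 for miR-133a, -1.46 for miR-133b, -1.35 for miR-206, -2.26 for miR-140, -3.45 for miR-199b, -2.08 for miR-21, -0.97 for miR-322, -2.17 for miR-362-3p, -2.65 for miR-99b, -1.58 for miR-140*, -3.62 for miR-199b*, -0.33 for miR-21*, -2.68 for miR-362-5p, -2.41 for miR-9*, -3.41 for miR-125b-5p. With arrays centred on the positive control probes, the opposite sign was found for 36 of the 48 named miRNAs, with a log2 difference of -1.39 for let-7a, -1.36 for let-7b, -1.46 for let-7c, -1.29 for let-7d, -1.19 for let-7e, -1.25 for let-7f, -1.36 for let-7g, -1.55 for let-7i, -1.17 for miR-98, -1.56 for miR-9, -1.45 for miR-29b, -1.56 for miR-16, -1.31 for miR-24, -1.40 for miR-30a, -1.46 for miR-30b, -1.75 for miR-93, -2.32 for miR-125a-5p, -1.30 for miR-17, -1.65 for miR-18a, -1.34 for miR-19a, -1.24 for miR-20a, -1.28 for miR-19b, -1.11 for miR-92a, -0.26 for miR-133a, -0.41 for miR-133b, -0.30 for miR-206, -1.21 for miR-140, -2.40 for miR-199b, -1.03 for miR-21, -1.12 for miR-362-3p, -1.60 for miR-99b, -0.52 for miR-140*, -2.57 for miR-199b*, -1.62 for miR-362-5p, -1.36 for miR-9*, -2.36 for miR-125b-5p. With the processed signal per probe, the opposite sign was found for 33 of the 48 named miRNAs, with a log2 difference of -0.43 for let-7a, -0.40 for let-7b, -0.52 for let-7c, -0.34 for let-7d, -0.23 for let-7e, -0.28 for let-7f, -0.40 for let-7g, -0.59 for let-7i, -0.23 for miR-98, -0.62 for miR-9, -0.51 for miR-29b, -0.60 for miR-16, -0.35 for miR-24, -0.42 for miR-30a, -0.52 for miR-30b, -0.77 for miR-93, -1.44 for miR-125a-5p, -0.35 for miR-17, -0.72 for miR-18a, -0.40 for miR-19a, -0.29 for miR-20a, -0.34 for miR-19b, -0.15 for miR-92a, -0.28 for miR-140, -1.48 for miR-199b, -0.0828 for miR-21, -0.17 for miR-362-3p, -0.69 for miR-99b, -1.62 for miR-199b*, 1.81 for miR-322*, -0.85 for miR-362-5p, -0.41 for miR-9*, -1.37 for miR-125b-5p. With normexp background correction and quantile normalization, the opposite sign was found for 33 of the 48 named miRNAs, with a log2 difference of -0.31 for let-7a, -0.23 for let-7b, -0.60 for let-7c, -0.46 for let-7d, -0.26 for let-7e, -0.0431 for let-7f, -0.36 for let-7g, -0.47 for let-7i, -0.13 for miR-98, -0.44 for miR-9, -0.36 for miR-29b, -0.66 for miR-16, -0.99 for miR-24, -0.22 for miR-30a, -0.32 for miR-30b, -0.59 for miR-93, -0.87 for miR-125a-5p, -0.25 for miR-17, -0.53 for miR-18a, -0.24 for miR-19a, -0.36 for miR-20a, -0.39 for miR-19b, -0.14 for miR-92a, -0.25 for miR-206, -0.23 for miR-140, -1.04 for miR-199b, -0.89 for miR-21, -0.23 for miR-362-3p, -0.47 for miR-99b, -1.14 for miR-199b*, -0.43 for miR-362-5p, -0.39 for miR-9*, -1.19 for miR-125b-5p. With the deposited value table, the opposite sign was found for 41 of the 48 named miRNAs, with a log2 difference of -2.41 for let-7a, -2.39 for let-7b, -2.49 for let-7c, -2.28 for let-7d, -2.09 for let-7e, -2.28 for let-7f, -2.31 for let-7g, -2.55 for let-7i, -1.96 for miR-98, -2.36 for miR-9, -2.46 for miR-29b, -2.55 for miR-16, -2.34 for miR-24, -2.20 for miR-30a, -2.25 for miR-30b, -2.65 for miR-93, -2.85 for miR-125a-5p, -2.10 for miR-17, -2.27 for miR-18a, -2.16 for miR-19a, -2.23 for miR-20a, -2.28 for miR-19b, -1.99 for miR-92a, -0.21 for miR-720, -0.21 for miR-494, -0.94 for miR-1, -1.26 for miR-133a, -1.44 for miR-133b, -1.34 for miR-206, -1.65 for miR-140, -3 for miR-199b, -2.07 for miR-21, -0.92 for miR-322, -1.88 for miR-362-3p, -2.24 for miR-99b, -1.35 for miR-140*, -3.13 for miR-199b*, -0.26 for miR-21*, -1.90 for miR-362-5p, -1.92 for miR-9*, -3.36 for miR-125b-5p. With scale normalization of log2 of the signal plus 20, the opposite sign was found for 39 of the 48 named miRNAs, with a log2 difference of -2.15 for let-7a, -2.13 for let-7b, -2.22 for let-7c, -2.05 for let-7d, -1.89 for let-7e, -2.02 for let-7f, -2.10 for let-7g, -2.31 for let-7i, -1.78 for miR-98, -2.17 for miR-9, -2.21 for miR-29b, -2.31 for miR-16, -2.07 for miR-24, -2.02 for miR-30a, -2.06 for miR-30b, -2.44 for miR-93, -2.68 for miR-125a-5p, -1.92 for miR-17, -2.10 for miR-18a, -1.97 for miR-19a, -2 for miR-20a, -2.04 for miR-19b, -1.80 for miR-92a, -0.71 for miR-1, -1.04 for miR-133a, -1.18 for miR-133b, -1.06 for miR-206, -1.50 for miR-140, -2.82 for miR-199b, -1.77 for miR-21, -0.72 for miR-322, -1.70 for miR-362-3p, -2.07 for miR-99b, -1.18 for miR-140*, -2.95 for miR-199b*, -0.10 for miR-21*, -1.75 for miR-362-5p, -1.76 for miR-9*, -3.11 for miR-125b-5p. Without 1 array, the log2 difference ranged from -0.0529 to 0.63 for miR-199b*, from -2.16 to 0.75 for miR-322* and from -0.02 to 0.95 for miR-362-5p, each with a sign that turned in part of that range. The other alternatives left the sign of the named miRNAs as it was. Named miRNAs past the test with scale normalization that did not pass under other filters, pairings, variance models or with an array left out were, with no detection filter: miR-9, miR-18a, miR-532-3p, miR-140, miR-99b, miR-322*, miR-9*; without knockdown replicate 1: miR-30b, miR-18a, miR-140, miR-99b, miR-9*; with detection on at least 1 array: miR-18a, miR-140, miR-322*, miR-9*; without control replicate 2: miR-18a, miR-140, miR-99b, miR-322*; without knockdown replicate 2: miR-18a, miR-532-3p, miR-140, miR-99b, miR-322*, miR-9*; with the crossed replicate block: miR-18a, miR-140, miR-99b, miR-322*, miR-9*; with no replicate block: miR-140, miR-322*; with detection on both arrays of at least 1 group: miR-322*; with variance trend: miR-322*; with robust variance: miR-322*. Dim miRNAs are limited by the signal over background: the lowest detected signal on an array was 1.01 to 7.09.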

Differences from the paper's values

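For the number of miRNAs detected above background, the paper's value is 216 and the value here 130, but the 2 counts are unlike: the value here requires detection on every array, and 216 names, 214 of them mouse miRNAs, were detected on at least 1 array. Among the alternatives set before the data were examined that change this count, detection on at least 1 array (214) and detection on both arrays of at least 1 group (192) gave a value within 1.5 times the paper's, and no detection filter (567) and leaving out an array (130 to 135) did not. The other alternatives keep the filter and so the count of 130. The next 3 comparisons are also of unlike sets. The paper's counts and share come from 216 miRNAs, and the values here from 130 with no fold minimum. The smallest absolute log2 fold change in Table S1 is 0.587, or about 1.5-fold. For the number of miRNAs reduced after RBM3 knockdown, the paper's value is 129 and the value here 2. Of 21 alternatives set before the data were examined, 4 gave a value within 1.5 times the paper's, namely the 75th percentile over all miRNAs, no scaling, positive control probes, the deposited value table. For the number of miRNAs increased after RBM3 knockdown, the paper's value is 30 and the value here 118. Of 21 alternatives set before the data were examined, 6 gave a value within 1.5 times the paper's, namely the 75th percentile over detected miRNAs, the 75th percentile over all miRNAs, quantile normalization, positive control probes, processed signal per probe, normexp and quantile. For the share of detected miRNAs reduced, the paper's value is 60% and the value here 1.54%. Of 21 alternatives set before the data were examined, 7 gave a value within 1.5 times the paper's, namely the 75th percentile over all miRNAs, quantile normalization, no scaling, positive control probes, processed signal per probe, normexp and quantile, the deposited value table.

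Table S1 lists log2 fold changes for 38 of the named miRNAs, and for 37 of them the value here with scale normalization differed by more than its standard error of 0.312 or in sign. The 2 measures are unlike, since log2 differences after this scaling are not fold changes in signal. The differences listed next are therefore no measure of how far the paper's values were reproduced. The paper's value and the value here were -1.644 and 3.62 for let-7a, -1.671 and 3.56 for let-7b, -1.768 and 3.57 for let-7c, -1.56 and 3.05 for let-7d, -1.436 and 2.29 for let-7e, -1.531 and 3.67 for let-7f, -1.578 and 2.60 for let-7g, -1.78 and 3.11 for let-7i, -1.34 and 1.78 for miR-98, -1.717 and 1.57 for miR-9, -1.702 and 3.30 for miR-29b, -1.841 and 2.83 for miR-16, -1.67 and 3.76 for miR-24, -1.562 and 1.70 for miR-30a, -1.642 and 1.60 for miR-30b, -2.046 and 1.94 for miR-93, -2.307 and 0.43 for miR-125a-5p, 1.514 and 7.89 for miR-1224, -1.605 and 1.78 for miR-17, -1.665 and 1.04 for miR-18a, -1.49 and 1.79 for miR-19a, -1.518 and 2.93 for miR-20a, -1.564 and 3.04 for miR-19b, -1.455 and 2.22 for miR-92a, 2.272 and 6.70 for miR-574-5p, 0.674 and 5.83 for miR-709, 1.122 and 4.82 for miR-125a-3p, -1.182 and 0.92 for miR-140, -2.335 and 0.51 for miR-199b, -1.199 and 5.09 for miR-21, -1.283 and 1.70 for miR-362-3p, -1.685 and 1.12 for miR-99b, -0.824 and 2.26 for miR-140*, -2.489 and 0.30 for miR-199b*, -1.389 and 0.42 for miR-362-5p, -1.329 and 1.09 for miR-9*, -2.614 and 2.41 for miR-125b-5p. The sign was the opposite of the paper's for 33 of 38. Among the alternatives set before the data were examined, the number within the standard error was 6 with the 75th percentile over all miRNAs, 0 with the 75th percentile over detected miRNAs, 1 with the deposited value table, 1 with detection on at least 1 array, 1 with detection on both arrays of at least 1 group, 0 with median and MAD over detected miRNAs, 1 with no detection filter, 1 with no replicate block, 1 with no scaling, 0 with normexp and quantile normalization, 10 with the positive control probes, 0 with the processed signal per probe, 1 with quantile normalization, 1 with robust variance, 0 with scale normalization over detected miRNAs, 1 with variance trend, 1 without control replicate 1, 1 without control replicate 2, 0 without knockdown replicate 1, 1 without knockdown replicate 2. The sign was the opposite of the paper's for 0 of 38 with no scaling, with the deposited value table, with the positive control probes and with the 75th percentile over all miRNAs. Scale normalization of log2 of the signal plus 20, chosen after the values were seen, gave 111 lower and 14 higher of 130, closer to the paper's counts than scale normalization with the floor of 0.5, and all 103 miRNAs of Table S1 that were detected on every array then had the paper's sign. The filter on every array drops 57 of the 160 miRNAs in Table S1. The 1.5-fold minimum with the deposited values and detection on at least 1 array, also chosen after the values were seen, gave 158 lower and 23 higher of 214 and drops 6 of them.

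The paper states 30 raised miRNAs, while Table S1 as read here has 31 rows with a positive log2 fold change. The paper states that all let-7 members were reduced. The 9 members were higher with scale normalization and lower with no scaling. For let-7g and let-7i, the paper's Northern blots of the same cell line showed less mature miRNA after knockdown. Those blots do not depend on the scaling of the arrays, and their direction was the one found with no scaling.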

Other observations

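Across the 8 hairpins with both arms detected on every array, the arms had opposite signs with no scaling in 2 and with scale normalization in 1. miR-21 fell from 16452 ± 1310 (SD, n = 2) to 3888 ± 87.8 in signal with no scaling (log2 fold change -2.08), while miR-21* went from 81.6 ± 3.02 to 64.9 ± 1.72 and did not pass the test (adjusted p = 0.0872 from limma). miR-99b gave 304 ± 28.4 and 48.3 ± 0.871, and miR-99b* 21.5 ± 0.4 and 22.7 ± 0.57 (adjusted p = 0.681 from limma with no scaling). With scale normalization the values were 5.09 and 3.12 for miR-21 and miR-21*, and 1.12 and 2.58 for miR-99b and miR-99b*, all higher, but miR-99b did not pass without control replicate 2 (adjusted p = 0.0545), without either knockdown array (adjusted p = 0.196 and 0.1) or with the crossed replicate block (adjusted p = 0.0679).

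The names of the Dlk1-Dio3 cluster, a large imprinted miRNA cluster, counted 63 on the array, of which 58 were detected on no array and 3 on every array. With no scaling 1 of the 3, miR-487b, was higher (0 adjusted over the list alone) and the cluster stood above the other miRNAs by camera with its preset correlation (adjusted p = 0.0405; adjusted p = 0.867 with an estimated correlation). With scale normalization the 3 were higher and camera gave adjusted p = 0.154. Of 14 nervous system miRNAs 4 were detected on every array, 4 in control cells alone, 1 in knockdown cells alone and 5 on no array; the 4 on every array were lower with no scaling and higher with scale normalization. Of 114 passenger strands, 8 were detected on every array, 10 in control cells alone and none in knockdown cells alone. Of the miRNAs made without Drosha, miR-1224 was higher in both fits, miR-320 was lower with no scaling and higher with scale normalization, and miR-877 was detected in knockdown cells alone. Of the 14 names of the miR-290 cluster, 12 were detected on no array. The members detected on every array, 4 of the miR-15/16 family, 4 of miR-99/100 and miR-125, 3 of the miR-106a-363 cluster, 3 of the miR-106b-25 cluster and 3 of the miR-181 family, were lower with no scaling, and with scale normalization all were higher except miR-125a-5p, which did not pass. Of these groups, miR-497, miR-99a, miR-18b and miR-181c were detected in control cells alone; in fits of the miRNAs detected on at least 1 array all 4 were lower with no scaling (adjusted p at most 7.6e-07 from limma), and with scale normalization miR-99a and miR-18b were lower (adjusted p = 0.00799 and 7.83e-05 from limma) and miR-497 and miR-181c did not pass.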
